# Single-nucleotide-resolution mapping of DNA gyrase cleavage sites across the *Escherichia coli* genome

**DOI:** 10.1093/nar/gky1222

**Published:** 2018-12-04

**Authors:** Dmitry Sutormin, Natalia Rubanova, Maria Logacheva, Dmitry Ghilarov, Konstantin Severinov

## Abstract

An important antibiotic target, DNA gyrase is an essential bacterial enzyme that introduces negative supercoils into DNA and relaxes positive supercoils accumulating in front of moving DNA and RNA polymerases. By altering the superhelical density, gyrase may regulate expression of bacterial genes. The information about how gyrase is distributed along genomic DNA and whether its distribution is affected by drugs is scarce. During catalysis, gyrase cleaves both DNA strands forming a covalently bound intermediate. By exploiting the ability of several topoisomerase poisons to stabilize this intermediate we developed a ChIP-Seq-based approach to locate, with single nucleotide resolution, DNA gyrase cleavage sites (GCSs) throughout the *Escherichia coli* genome. We identified an extended gyrase binding motif with phased 10-bp G/C content variation, indicating that bending ability of DNA contributes to gyrase binding. We also found that GCSs are enriched in extended regions located downstream of highly transcribed operons. Transcription inhibition leads to redistribution of gyrase suggesting that the enrichment is functionally significant. Our method can be applied for precise mapping of prokaryotic and eukaryotic type II topoisomerases cleavage sites in a variety of organisms and paves the way for future studies of various topoisomerase inhibitors.

## INTRODUCTION

DNA supercoiling accompanies processes that involve unwinding of double helix, i.e. transcription, replication and recombination (1–4). Topoisomerases (topos) control the level of DNA supercoiling, resolve entangled DNA structures (knots and catenanes), and may take part in genome compaction (4–6). Depending on the mechanism of their action, two major types of topo enzymes are distinguished (7). A type II topo present in bacteria, DNA gyrase, is the only known enzyme that can introduce negative supercoils using the chemical energy of ATP hydrolysis (8). Gyrase, together with another type II topo operating in *Escherichia coli*, Topo IV, is indispensable for DNA replication. Current view is that Topo IV acts on pre-catenanes forming behind the fork while gyrase is well suited to relax positive supercoils accumulating in front of the replisome (9,10). In *E. coli*, a balance between type I Topo I relaxation activity and DNA gyrase supercoiling activity is required to achieve and maintain superhelical density levels optimal for different physiological states (11–16).

The distribution of topoisomerases across the chromosome is thought to be governed, in part, by transcription-induced supercoiling. The ‘twin supercoiled-domain model’ proposed by Liu and Wang in 1987 (17) explained the earlier observation that transcription affected supercoiling (18) and was confirmed experimentally a year later (19). It envisions that transcribing RNA polymerase (RNAP) generates downstream positive supercoils, while the same number of negative supercoils is formed upstream. DNA gyrase has an increased affinity for positively supercoiled regions (20) and, according to the model, relaxes DNA downstream of the transcription elongation complex, while Topo I, which prefers negatively supercoiled DNA (21,22), acts upstream. Recent genome-wide studies using ChIP-Seq in *Mycobacterium tuberculosis* (23) and ChIP-chip in *E. coli* (24) reveal that global distribution of gyrase and Topo I is generally consistent with the ‘twin supercoiled-domain model’ expectations. Specifically, the Ori-Ter gradient of gyrase binding (24–26) is thought to correspond to the gradient of transcription activity, which leads to positive supercoiling neutralization in the *E. coli* genome during the exponential phase of growth (27). However, it is still unknown whether gyrase-binding gradient is the intrinsic property of the genome in terms of the binding sites location, or is caused by transcription-mediated supercoiling.

Gyrase preferentially binds some sequences (strong gyrase sites, SGSs) irrespective of transcription. The best-studied Mu SGS is essential for replication of *E. coli* bacteriophage Mu; it allows organization of the integrated viral genome into a separate topological domain leading to efficient recombination of aligned prophage ends (28–30). Genetic analysis of Mu SGS highlighted the importance of anisotropically flexible right arm for gyrase binding (31,32). Other SGSs were found in the pSC101 and pBR322 plasmids (33,34). Gyrase was also shown to preferentially bind and cleave bacterial interspersed mosaic elements (BIMEs) in the *E. coli* genome (35,36).

DNA gyrase functions as a GyrA_2_GyrB_2_ tetramer with three major interfaces called ‘gates’. The gates can temporarily open, allowing transfer of double-stranded DNA (Figure 1A). The ‘N-gate’ is formed by the N-terminal ATP-binding GHKL domains of GyrB; the ‘DNA-gate’ is formed by the C-terminal TOPRIM domain of GyrB and the N-terminal WHD domain of GyrA, while the ‘C-terminal’ or ‘exit’ gate is formed by coiled-coiled (CC) domains of GyrA. Being a type II enzyme, gyrase introduces a double-strand break in the ‘G’ or ‘gate’ segment DNA bound at the GyrA dimer interface, forming a covalent intermediate cleavage complex. Upon the binding of ATP, the enzyme captures a ‘T’ or ‘transported’ DNA segment and transfers it through the break in the G segment. The double-strand break is next religated. The T segment must be located *in cis* with the G segment and the bound DNA must be wrapped around the enzyme forming a positive node. Wrapping is facilitated by the C-terminal domains of GyrA (CTDs) (Figure 1A). When the enzyme completes its cycle, two negative supercoils are introduced into a DNA molecule (37,38).

**Figure 1.**
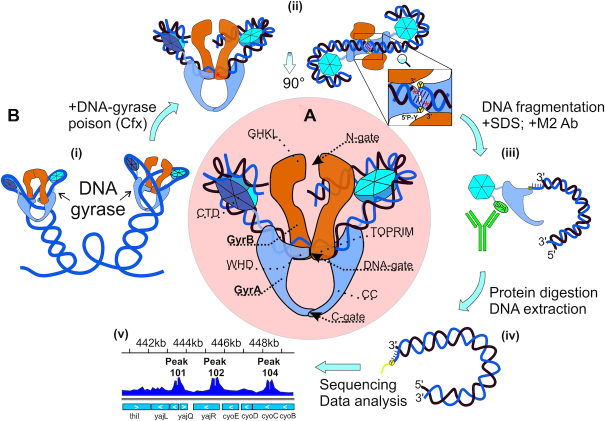
DNA gyrase structure and Topo-Seq procedure. (**A**) DNA gyrase structure with gyrase domains (GHKL, TOPRIM, WHD, CC, CTD) indicated. (**B**) Topo-Seq workflow: (i) Schematic illustration of DNA gyrase on DNA plectonemes; (ii) A gyrase-DNA complex trapped with an inhibitor, here quinolone-like (red stars); (iii) C-terminal SPA tag is recognized by M2 antibodies and used to precipitate gyrase-bound fragments; (iv) Deproteinized DNA fragments have blocked 5′-ends; (v) Resulting signals visualized.

In the intermediate cleavage complex catalytic tyrosines of the GyrA subunits (Tyr122 in *E. coli* GyrA) with the help of Mg^2+^ ions coordinated by the TOPRIM domains of GyrB attack and cleave the G segment, forming 4-bp 5′-overhangs covalently linked via phosphodiester bonds to the tyrosine residues (39,40). Many gyrase inhibitors trap covalent cleavage complexes leading to accumulation of double-stranded breaks and, ultimately, cell death (41–44). Purification of trapped complexes followed by deproteination and sequencing (or hybridization) of recovered DNA allows one to analyze the sites of gyrase cleavage (Figure 1B). Earlier such approach was widely used for mapping of particular cleavage sites (29,33,45,46) and for investigating relatively short DNA regions in detail (34–36,47,48). Next-generation sequencing allowed genome-wide analysis: cleavage maps were generated for Topo IV in *E. coli* and Topo IIA in human cells (49,50). As a consequence of trapping, several amino acid residues from topoisomerase active site remain linked to the 5′-ends of nucleic acid fragments after proteolytic treatment, resulting in poor adapter ligation efficiency (49). To overcome this challenge, we developed a procedure, which we name Topo-Seq, that employs single-strand DNA sequencing protocol (51) to obtain information on DNA strands that remain free within the cleavage complexes. Since cleavage by gyrase generates 4-bp 5′-overhangs, application of our procedure results in 4-bp gaps in coverage at the cleavage sites, allowing their precise identification. We used Topo-Seq to generate whole-genome maps of gyrase cleavage events in *E. coli* induced by three different gyrase poisons: closely related ciprofloxacin/oxolinic acid and microcin B17. The latter has a different mechanism of action, giving us an opportunity to cross-validate the results and exclude possible drug-specific artifacts. We show that global gyrase distribution along the genome is governed by two factors: transcription intensity and direction, and binding preference for an extensive degenerate motif.

## MATERIALS AND METHODS

### Bacterial strains

*Escherichia coli* DY330 GyrA-SPA (W3110 Δ*lacU169 gal490* λ*cI857* Δ(cro-bioA) *gyrA*-SPA) was purchased from Dharmacon. *Escherichia coli* DY330 GyrA-SPA Mu SGS (DY330 *gyrA*-SPA (*dcuC-crcA*)::(*cat-Mu SGS*)) constructed for this study (strain construction details are described in one of the following sections of Materials and Methods) were used for Topo-Seq and Topo-qPCR experiments and MIC estimation. Both strains have *gyrA* gene fused with C-terminal SPA affinity tag for efficient purification of GyrA subunits. For Topo-Seq experiments bacteria were inoculated from glycerol stocks stored at −80°C on agar plates containing corresponding antibiotics (kanamycin 50 μg/ml for DY330 GyrA-SPA and kanamycin 50 μg/ml, chloramphenicol 15 μg/ml for DY330 GyrA-SPA Mu SGS). Plates were incubated at 32°C for 24–32 h, then stored at 4°C for 1 week. Liquid cultures were started from single isolated colonies and cultivated in 2YT medium at 32°C with shaking (180rpm). *E. coli* BW25113 (52) was used for microcin B17 production as described in (53). *Escherichia coli* NEB5α was used for plasmids production for *in vitro* experiments.

### Microcin B17 purification

*Escherichia coli* BW25113 was transformed with *pBAD-mcbABCDEFG* plasmid and night culture was inoculated with one isolated colony. One liter of 2YT media was inoculated with 1/100 volume of the overnight culture. When the culture reached OD_600_ = 0.6–0.8, *mcb* operon expression was induced by addition of arabinose up to 1 mM. Cultivation was continued for 18–20 h on 37°C with shaking on 180 rpm. Cells were pelleted by centrifugation, then resuspended in 40 ml of 100 mM acetic acid/1 mM EDTA and boiled for 15 min. The clarified supernatant was applied onto 1 g C18 HyperSep cartridge (Thermo Scientific) pre-equilibrated with 0.1% trifluoroacetic acid (TFA). The cartridge was extensively washed with 0.1% TFA followed by 10% acetonitrile (ACN) in 0.1% TFA. The microcin B17-containing fraction was eluted in 30 ml 30% ACN in 0.1% TFA and vacuum dried (GeneVac). The resulting precipitate was dissolved in dimethyl sulfoxide (DMSO) and applied onto Phenomenex Luna C18 high-performance liquid chromatography (HPLC) column (pre-equilibrated with 0.1% TFA) in 10% DMSO/0.1% TFA. Elution was performed with linear gradient of ACN (from 0% to 50% ACN in 30 min) in 0.1% TFA. Microcin B17 was eluted between 12 and 16 min, individual peaks were collected. Fractions obtained were merged and dried *in vacuo*. Lyophilized powder was dissolved in DMSO and stored at −20°C. Concentration of the microcin B17 was determined spectroscopically as described previously (54).

### *E. coli D*Y 330 *gyrA-SPA Mu SGS* strain construction

349-bp DNA fragment containing strong gyrase binding site from bacteriophage Mu (Mu SGS) was amplified from pMP1000 plasmid (45) (a gift of P. Higgins) using Mu_G_F and Mu_G_R primers. *cat* gene was amplified from pKD3 plasmid (52) with G_cat_Mu and cat_Mu_R primers (Supplementary Table S2). Fragments were joined by overlap PCR using G_cat_Mu and Mu_G_R primers. 

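In the deposited annotation of E. coli W3110 Mu SGS, dcuC (BAA35264, anaerobic C4-dicarboxylate transport) lies on the minus strand from 655299 to 656390, and crcA (BAA35265, palmitoyl transferase for lipid A) on the plus strand from 658101 to 658661. The interval between them spans 1710 bp and holds the chloramphenicol resistance gene cat and the strong gyrase site of bacteriophage Mu (Mu SGS). The cat gene lies on the minus strand from 656673 to 657311, 282 bp from dcuC. The Mu SGS feature is 252 bp long, from 657611 to 657862, 299 bp from cat and 238 bp from crcA. On its other side, dcuC is interrupted by the IS5 element gene insH (BAE76355, 654281 to 655261), and the annotation lists the rest of dcuC as BAA35263, from 653806 to 654282. The gyrase cleavage site (GCS) with the highest signal in the region was at coordinate 657709, position 99 of the Mu SGS feature.

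**Figure D1:**
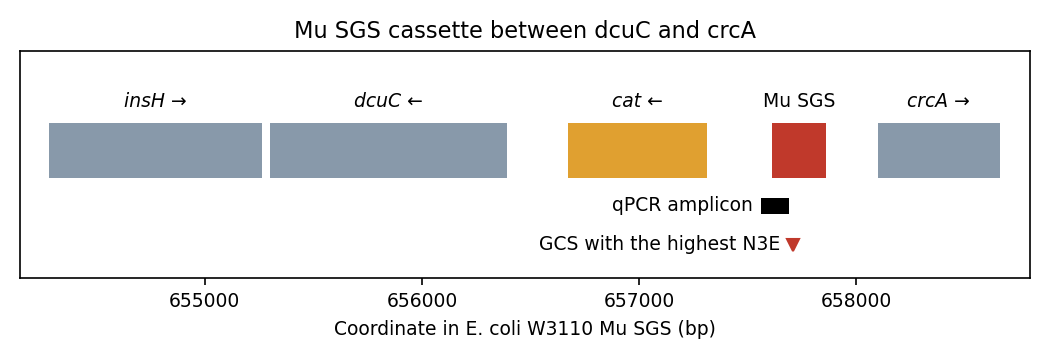
Map of the Mu SGS cassette, drawn to scale along the coordinates of E. coli W3110 Mu SGS in bp. Grey boxes are chromosomal genes, the yellow box is cat and the red box Mu SGS, arrows give the strand, the black bar is the Topo-qPCR amplicon and the triangle the GCS at 657709.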

Resulting cassette was inserted into intergenic region between *dcuC* and *crcA* genes using recombination techniques described elsewhere (55). Successful insertion was confirmed by PCR and whole genome sequencing.

### Minimal inhibitory concentration (MIC) measurement

MICs were determined by microdilution method in 96-well plates in liquid LB according to CLSI guidelines (M07-A10). Inoculum suspensions were prepared by dilution of night cultures grown in LB up to 1–5 × 10^5^ CFU/ml. Plates were incubated 18–24 h on 37°C, MIC recorded as minimal concentration of antibiotic that completely inhibit bacterial growth.

### ChIP with DNA gyrase poisons as stabilizing agents (Topo-Seq step I)

One milliliter of overnight culture was prepared for *E. coli* DY330 GyrA-SPA or *E. coli* DY330 GyrA-SPA Mu SGS by inoculating 2YT medium supplemented with antibiotics (kanamycin 50 μg/ml for DY330 GyrA-SPA and kanamycin 50 μg/ml, chloramphenicol 15 μg/ml for DY330 GyrA-SPA Mu SGS) with cells from a single colony. The culture was cultivated at 32°C with shaking (180 rpm) and then inoculated into 100 ml of 2YT without antibiotics and cultivation was continued at 37°C and shaking until culture reaching mid-logphase (OD_600_ = 0.6–0.8). At this point, the culture was bisected and DNA gyrase poison (0.9 or 10 μM ciprofloxacin, 120 μM oxolinic acid, 10 or 50 μM microcin B17—see Supplementary Table S1 for details) was added to the first half (+A samples), while the second served as a control (–A samples). Cultures (+A and –A) were incubated at 37°C with shaking for additional 15 min, then cells were pelleted by centrifugation at 10°C (4500 g) and resuspended in 10 ml of TES buffer (10 mM Tris–Cl pH 7.5, 1 mM EDTA, 250 mM NaCl). Washing procedure was repeated twice to remove all traces of culturing medium. Washed pellets were resuspended in 1 ml of TESS buffer (10 mM Tris–Cl pH 7.5, 1 mM EDTA, 250 mM NaCl, 0.02% SDS, 0.2% Tween-20) with addition of protease inhibitors cocktail (cOmplete ultra EDTA free, Roche) and RNAse A (Thermo Scientific). Resulting suspensions were sonicated with parameters optimized to obtain DNA fragments between 200 and 700 bp (24 cycles of 10 sec ON/20 sec OFF, 65% power, SONOPULS HD 3100). Lysates were diluted with 1 ml of TES buffer and 100 μl of ANTI-FLAG^®^ M2 affinity gel (Sigma-Aldrich) was added. Immunoprecipitation was performed for 1.5–2 h at room temperature with moderate mixing, then affinity gel was washed 4 times (two times with 1 ml of TESS buffer, once with 1 ml of TES buffer, and once 1 ml of TE buffer). For proteolysis, affinity gel obtained after the last wash step was diluted with TES buffer up to 200 μl, proteinase K (Sigma-Aldrich) was added (0.5 mg/ml) and samples were incubated at 55°C for at least 3 h. After this step samples were centrifuged (2 min, 2000g at room temperature) and DNA was extracted from resulting supernatant with phenol/chlorophorm method followed by ethanol precipitation. Mock controls (–IP) were made both for +A and for –A: for this, 100 μl aliquots of lysates obtained after sonication were deproteinized and DNA was purified as described before. The procedure described gives a quartet of samples (+A+IP, +A-IP, -A+IP, –A-IP), where +A-IP, –A+IP and –A-IP serves as controls for gyrase poison action and immunoprecipitation.

### DNA sequencing (Topo-Seq step II), reads trimming and alignment

Sequencing libraries were prepared with Accel NGS 1S kit (Swift Bioscience) from DNA obtained in step I procedure, according to the manufacturer's protocol. Sequencing was performed on Illumina NextSeq platform (150 bp paired-end reads) at A.N. Belozersky Research Institute of Physico-Chemical Biology MSU. Combination of gyrase poison-mediated ChIP procedure (Step I) and specific sequencing libraries preparation step (Step II) was named by us a Topo-Seq technique. For each antibiotic Topo-Seq was performed in triplicate.

Reads were aligned to the *E. coli* W3110 Mu SGS genome (*E. coli* W3110 genome with the insertion of *cat*-Mu SGS cassette may be downloaded from GEO: GSE95567) using BWA-MEM (56). BAM files were prepared with Samtools (57) and visualized in IGV (58).

### Coverage normalization and GCSs-calling procedure

For each position in the genome a number of 3′-ends (N3E) and 5′-ends were counted based on reads alignments stored in SAM file. Obtained values were divided by the total amount of reads aligned and multiplied by the lowest value across samples forming the quartet. Additional normalization was performed to get rid of the bias in the coverage depth across the genome: due to active replication, there is a significant difference in the total amount of DNA between origin of replication and terminators area. For this purpose, N3E values of +A+IP sample were divided by corresponding N3Es of +A-IP control and N3Es of –A+IP sample were divided by N3Es of –A-IP control (all samples originate from the same quartet). N3Es of +A-IP and –A-IP controls were preliminarily smoothed using 200 kb sliding window. In resulting pairs of samples (+A+IP_norm and –A+IP_norm) gyrase cleavage sites (GCSs) were called if values in *i* and *i* + 5 positions in +A+IP_norm sample both exceed the right confident interval value calculated based on the appropriate values in –A+IP sample (Audic and Claverie statistical test from (59), *P*-value < 0.05). As Topo-Seq was performed for each antibiotic in triplicate, GCS was called reliable if it was identified in at least two biological replicas. Only reliable GCSs sets were used for further analysis.

### qPCR validation of Topo-Seq (Topo-qPCR)

qPCR was performed to estimate the enrichment of DNA at specific loci after Step I (Mu SGS, rRNA A DS, ccmH and rRNA A US) and validate data obtained with Topo-Seq (primers listed in Supplementary Table S2). Step I of the procedure followed by qPCR was named Topo-qPCR.

### Gyrase motif identification

DNA sequences were extracted from *E. coli* W3110 Mu SGS genome as a 130 bp vicinity of identified GCSs’ positions. Therefore, all the sequences are centered relative to the DNA-gyrase cleavage sites and sequences sets can be processed as multiple alignments: nucleotide frequencies were counted within formed columns giving position probability matrix (PPM) visualized with Python Matplotlib package (60). The degenerate GC% motif was obtained similarly by calculating the frequency of G or C in the columns of the alignment. Logos were calculated with WebLogo for the same sets of DNA sequences (61). Motif visualization and Logos were made for each Topo-Seq condition independently. ‘Combined’ gyrase motif was constructed using sequences obtained from Cfx, Micro and Oxo Topo-Seq experiments. For each antibiotic top 732 GCSs having the highest N3E values were taken, resulting in a set containing 1828 sequences that was used for PPM and Position Weight Matrix construction. Antibiotic-specific bias was removed for positions most influenced by antibiotics (0–3 bp; in coordinates we use, cleavage takes place between positions -1/0 and +3/+4) in the intermediate PPM by changing corresponding values with a baseline frequencies of nucleotides observed in a *E. coli* W3110 genome. PPM can be found in Supplementary Table DS10. To find potential DNA gyrase binding sites, sequences of interest were scanned with final PWM in forward and reverse-complement forms. For the particular position, a maximum between values obtained for both strands was specified and referred further as “score”. PWM construction and sequences scanning were performed with Bio.motifs from Biopython package (62).

### 3D modeling

DNA model (B-form, 10.7 bp/turn, bend angle 210°) was constructed for 43 bp fragment of the consensus sequence (–63:–21 or 24:66 regions within periodic areas) using 3D-DART web service (63). The model was manually docked with the structure of *E. coli* DNA gyrase CTD (1zi0 (64)) in PyMOL (PyMOL Molecular Graphics System, Version 1.8 Schrödinger, LLC).

### Rif Topo-Seq and Rif Topo-qPCR with transcription depressed cells

Topo-Seq and Topo-qPCR experiments were performed as described above with the only exception that cells were pretreated with RNA-polymerase inhibitor rifampicin (122 μM) for 15 min to stop transcription (65) before addition of DNA gyrase poison (10 μM ciprofloxacin).

### Estimation of *E. coli* genes transcription level

3′-end RNA-Seq data was taken from publically available dataset (GEO dataset GSE95567) for *E. coli* K-12 DH10B cultivated under similar conditions (rich medium, 37°C, grown until OD_600_ ∼0.3) (66). Transcription level of a particular gene was calculated as an average sequencing depth of this gene.

### Determination of chromosomal macrodomains boundaries in *E. coli* W3110 Mu SGS

Macrodomains determined for *E. coli* MG1655 by Valens *et al.* (67) were applied to *E. coli* W3110 Mu SGS with modifications caused by Ori region inversion in W3110 strain in comparison to MG1655 as discussed in Duigou and Boccard (68). Differences between macrodomains of the two strains summarized in Supplementary Table DS2.

### DNA gyrase *in vitro* assays

133 bp DNA fragments (Supplementary Table S2) for *in vitro* experiments were ordered in GenScript as pUC19 clones (HincII site). Plasmids were routinely obtained from *E. coli* NEB5α (New England Biolabs) and purified using GeneJET Plasmid Miniprep Kit (Thermo Scientific). For EMSA and competition assays DNA fragments were PCR amplified using pUC19_for and pUC19_rev primers (Supplementary Table S2) and purified with Gel Extraction and DNA Cleanup Micro Kit (Thermo Scientific).

For electrophoretic mobility shift assay (EMSA) 25 nM of DNA fragments (Mu SGS, Consensus sequence or Scrambled consensus) were mixed with different amounts of reconstituted gyrase (0, 1, 2.5, 5 or 10× excess) holoenzyme (GyrA_2_GyrB_2_), incubated for 30 min at 25°C and run on 5% polyacrylamide gel in TBM buffer (90 mM Tris-borate, pH 7.5, 4 mM MgCl_2_). After the run gels were stained with SYBR Gold for 20 min and visualized under UV light.

For ATP-independent relaxation assay purified plasmids (∼9.5 nM) were mixed with gyrase holoenzyme (GyrA/GyrB, ∼7.5 nM) in a reaction buffer (35 mM Tris–HCl pH 7.5, 24 mM KCl, 4 mM MgCl_2_, 0.1 mg/ml BSA, 6.5% glycerol, 2 mM DTT) and incubated at 37°C for indicated times (0, 30, 60 min). Reactions were stopped with 1 volume of chloroform:isoamyl alcohol 24:1 and 1 volume of STEB (10 mM EDTA, 40% sucrose, 0.5 mg/ml bromophenol blue, 100 mM Tris–HCl pH 7.5). Aqueous layer was collected and topoisomers were separated in 1% TAE agarose gel with subsequent ethidium bromide staining.

For supercoiling, ∼9.5 nM of relaxed plasmids were combined with DNA gyrase holoenzyme (∼2.3 nM) in a reaction buffer (35 mM Tris–HCl pH 7.5, 24 mM KCl, 4 mM MgCl_2_, 0.1 mg/ml BSA, 6.5% glycerol, 2 mM DTT, 1.8 mM spermidine, 1 mM ATP) and incubated at 37°C for indicated times (0, 30, 60 min). Reactions were stopped and products were analyzed as described for ATP-independent relaxation assay. Supercoiling assays in the presence of competitor were done as above but 4.5 nM gyrase holoenzyme was incubated with ∼6 nM relaxed pBR322 substrate (Inspiralis) for 30 min at 37°C in the presence of required amounts of linear competitor.

For ATP-dependent relaxation, 80 nM of GyrA59_2_GyrB_2_ was mixed with 9.3 nM of purified plasmids in a reaction buffer (35 mM Tris–HCl pH 7.5, 125 mM KCl, 8 mM MgCl_2_, 0.36 mg/ml BSA, 6% glycerol, 5 mM DTT, 1.4 mM ATP) and incubated at 37°C for indicated times (0, 30, 60 min). Reactions were stopped and products were analyzed as described for ATP-independent relaxation assay.

### Quantification and statistical analysis

During GCSs-calling procedure Audic and Claverie test (59) was used to estimate enrichment significance with *P*-value <0.0025 as a threshold (custom Python script). Overrepresentation of GCSs in macrodomains, BIME-2 elements and downstream regions of rRNA operons was shown using binomial test (Supplementary Tables DS2, DS3, and DS7A). Statistical analysis of the number of GCSs in upstream, beginning, end, and downstream regions of genes and operons depending on their transcription status also based on binomial test (Supplementary Figure DS8, Supplementary Figure S13). Binomial test was used to estimate the number of GCSs that colocalize with top-scored genome sites (Supplementary Table DS4B). Binomial test with *P*-value cutoff = 0.001 was used to estimate statistically fluctuations in the numbers of GCSs over the *E. coli* genome (Figure 3, Supplementary Figure S11, custom python script). Fisher exact test was used to compare the numbers of GCSs in upstream, body, and downstream regions of rRNA operons between Cfx and RifCfx conditions (Figure 6C, custom Python script). To test the enrichment in the number of GCSs that fall into BIME-2 and which increase their N3E values after treatment with rifampicin, and to test the enrichment in the number of GCSs downstream of rRNA operons which decrease N3Es after rifampicin treatment, we used binomial test (Figure 6D, custom Python script). To identify significant bias in nucleotide frequencies during gyrase motif construction we used binomial test (Supplementary Figure S4, Supplementary Figure S5A, custom Python script). To identify associations of GCSs with TADs and sites of spontaneous mutations binomial test was used (Supplementary Table DS8, DS9, custom python script). Topo-qPCR experiments were performed in triplicate (Supplementary Table DS1), enrichment comparison was performed with t-test (Figure 6A, custom R script). T-test was used to compare score for BIME-2 regions, H-NS occupied areas, and downstream regions of different TUs sets (Supplementary Table DS7B) with *E. coli* genome score (custom python script). *t*-test was used to estimate deviation of score values of GCSs sets associated with TUs downstream regions (Supplementary Table DS7B). Exact conditional test for Poisson-distributed values (69) was used to estimate the deviation of N3E values for GCSs sets associated with TUs downstream regions (Supplementary Table DS7B). Fisher exact test and Chi-square test were used to estimate the significance of overlap between MatP and MukB binding sites (Supplementary Table DS6A).

## RESULTS

### Topo-Seq allows precise localization of gyrase cleavage sites

To efficiently sequence purified DNA fragments with covalently linked gyrase peptides, we applied a single-strand paired-end sequencing protocol (see Methods) to get rid of modified DNA chains at the library preparation step (Supplementary Figure S1). Thus, only free chains with 3′-ends directed towards the gyrase catalytic site are being sequenced, resulting in a specific structure of enrichment peaks at GCSs. Each of them should have a characteristic bimodal shape with a sharp 4-bp gap in the middle. Sequences to the left of the gap should align in a forward orientation with the GCS; their 5′-ends should vary, while 3′-ends should be identical and form the left ‘wall’ of the central 4-bp gap. Sequences to the right of the gap should similarly align in reverse orientation.

To validate Topo-Seq, we constructed an *E. coli* strain with the Mu SGS inserted into a non-essential region of the genome. 

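Topo-Seq libraries of E. coli DY330 with SPA-tagged GyrA were assigned here to conditions and replicates from the sample labels and the deposited table of sample sets, which gives the place of each library in a quartet. The 31 libraries comprised 15 of immunoprecipitated DNA (+IP) and 16 mock controls without immunoprecipitation (-IP). Ciprofloxacin (Cfx) was used at 10 µM and oxolinic acid (Oxo) at 120 µM, each for 15 min and in 3 replicates. Microcin B17 (Micro), a bacterial peptide, was used at 10 µM in replicates 1 and 2 and at 50 µM in replicate 3. In the condition named RifCfx, also in 3 replicates, 122 µM rifampicin, an inhibitor of RNA polymerase, was given 15 min before Cfx. Replicates 1 and 2 came from the strain with the strong gyrase site of bacteriophage Mu (Mu SGS) and replicate 3 from the strain without it, except that all 3 RifCfx replicates carried the Mu SGS by the labels and Table S1, where the legend of Fig. S2 places replicate 3 of each condition in the strain without it. The labels give 32 °C as the temperature of growth and treatment, where the methods of the paper give 37 °C after the overnight culture. The table lists 12 quartets with a poison (+A+IP, +A-IP, -A+IP and -A-IP) and 2 quartets built from untreated libraries. The 12 quartets with a poison drew on 3 different -A+IP libraries and 4 different -A-IP libraries. The untreated replicate 1 libraries served Cfx replicate 1 and Micro replicates 1 and 2, and the untreated replicate 3 libraries served replicate 3 of Cfx, Micro and Oxo. Of the quartets with a poison, the untreated -A+IP library of replicate 2 served those of Cfx replicate 2, Oxo replicates 1 and 2 and all 3 RifCfx replicates. All 3 RifCfx quartets used the same -A-IP library of rifampicin-treated cells. Calls in quartets with a common control are not independent of each other. According to the methods of the paper, reads were aligned with BWA-MEM, and the number of 3′-ends (N3E) at each position was scaled to the smallest library of its quartet. The authors then divided +IP values by smoothed -IP values of the same quartet and called GCSs at pairs of positions around a 4-bp gap in the +A+IP library over the -A+IP library. Read depth per library is not given in the sources used here, so the precision it allows is unknown. Two-sided tests on the GCS lists of the supplementary tables are given beside the supplementary figures.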

Exponentially growing cells were treated with several DNA gyrase inhibitors - ciprofloxacin (Cfx), microcin B17 (Micro), and oxolinic acid (Oxo) and subjected to Topo-Seq. While a weak signal was observed in control untreated cells at Mu SGS, in the presence of the inhibitors there was a dramatic increase in the abundance of intermediate complexes, resulting in a strong signal (Figure 2A). Concentrations of poisons used in Topo-Seq were chosen to be well above experimentally determined minimal inhibitory concentrations (MICs) for our strains (Supplementary Table S1). The shape of a signal at Mu SGS fully matched the expectations based on gyrase catalytic mechanism and the sequencing protocol used. The positions of the 4-bp gap ‘walls’ coincided with cleavage positions observed in previous biochemical studies of gyrase complexes trapped on Mu SGS *in vitro* (31,45,46) (Figure 2B). Thus, our procedure allows for accurate single-nucleotide identification of GCSs *in vivo*.

**Figure 2.**
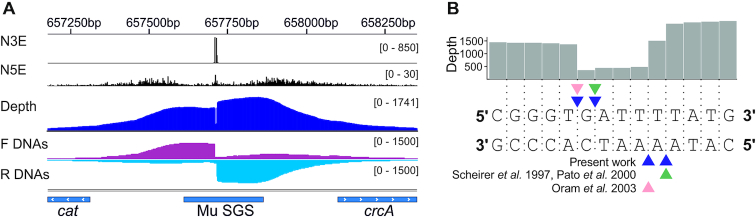
Signal structure at the strong gyrase binding site from bacteriophage Mu (Mu SGS). (**A**) Profiles of the number of 5′- and 3′-ends (N5E and N3E correspondingly) are shown in black. Total coverage depth (Depth) is in blue and coverages for DNA fragments that were aligned in forward and reverse orientations (F DNAs and R DNAs correspondingly) are in red and sky blue respectively. Tracks height (depth) are shown in brackets. The data visualized in IGV (58). (**B**) Close-up of the cleavage site. Coverage depth around the site is shown as a grey track, local sequence lies below. Cleavage sites known from the existing literature are shown (31,45,46).

### Thousands of DNA gyrase cleavage sites are distributed throughout the *E. coli* genome

We next investigated the global distribution of GCSs in cells treated with gyrase poisons. We used the hallmark 4-bp gaps between 3′-ends of Topo-Seq enriched DNA fragments to develop an automatic GCS-calling procedure. Plotting the number of 3′-ends (N3E) allowed us to globally identify pairs of enriched positions (gap walls) separated by 4-bp gaps. We interpret these signals as gyrase trapping sites; the heights of gap walls provide an estimate of the relative number of gyrase binding events that initiate the strand passage step at a particular site.

GCSs were detected as significantly enriched signals (statistical test from (59), *P*-value < 0.0025) during the two-step normalization procedure (see STAR Methods) and have passed additional filtering as being shared between at least two out of three biological replicas that were made for each gyrase inhibitor. In total, 4635 GCSs distributed throughout the genome were identified in Cfx-treated cells, 5478 in Oxo-treated, and 732 in Micro-treated cells (Supplementary Table S1). 41% of GCSs identified in the presence of Cfx are shared with Oxo set. The level of GCSs common for Micro and Cfx, or Micro and Oxo-treated cells is lower (33% and 23% of Micro GCSs, respectively), consistent with higher degree of similarity between Cfx and Oxo compared to a non-quinolone poison (Figure 3A). We found that GCSs revealed simultaneously by several drugs tend to have stronger signals (Supplementary Figure S17). We also found that the number of GCSs depends on the concentration of the poison used: for example, using 30–50-fold excess of Cfx over MIC we got 50–250 GCSs, while 300–600-fold excess gave 6000–7000 GCSs. Similarly, a 5-fold increase in Micro concentration resulted in the rise of the number of GCSs from 500–700 up to more than 3000 (Supplementary Table S1). Thus, the relatively low number of GCSs observed with Micro (732 GCSs at 30–40× MIC) is likely due to lack of saturation. Interestingly, compared to Oxo, Cfx is a much more effective cell growth inhibitor. Yet, judging by number of GCSs revealed by Topo-Seq, 120 μM Oxo (120–180× MIC) traps gyrase significantly more effectively than 10 μM Cfx (300–600× MIC). These observations seem to suggest that gyrase capture and subsequent cell death may be mediated by different processes. Indeed, differences in killing mechanisms between oxolinic acid and newer generations of quinolones have been reported (70).

**Figure 3.**
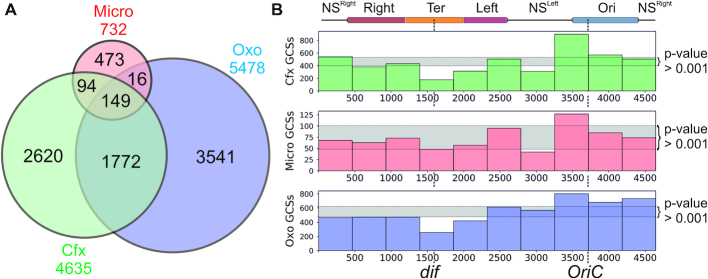
Comparison of GCSs sets observed with Cfx, Micro, and Oxo. (**A**) Venn diagram representation of the relations between GCSs sets obtained with different gyrase poisons. (**B**) General distribution of poison-mediated GCSs revealed by Topo-Seq. *E. coli* W3110 MuSGS genome is divided into 10 non non-overlapping bins, the height of the bars indicates the number of GCSs in a particular genome region. Area between 0.0005 and 0.9995 quantile values (distribution of the number of GCSs in a bin set as binomial) are shown in light gray, so bars that fall out of this zone have a statistically significant deviation from a value expected for the uniform distribution. NS^Right^—right non-structured region; Right—right macrodomain; Ter—terminator domain; Left—left macrodomain; NS^Left^ – left non-structured region; Ori—origin domain. Macrodomains set as in (68).

A comparison of GCSs detected in strains with or without Mu SGS revealed no noticeable differences (apart from the expected strong gyrase enrichment at Mu SGS in the former strain) indicating that insertion of Mu SGS does not significantly affect genome-wide gyrase distribution (Supplementary Figure S2).

When regions flanking Mu SGS and another strong GCS (site downstream of rRNA A operon) identified by our procedure were tested by Topo-qPCR (for Cfx), enrichment was detected, and extent of this enrichment corresponded to levels of Topo-Seq signals. In contrast, no enrichment was observed during qPCR with primers specific for control sites where no gyrase cleavage was detected by Topo-Seq (Pearson's correlation: 0.94) (Supplementary Figure S3, Supplementary Table DS1). We conclude that our peak calling procedure is robust and reflects the *in vivo* positioning of gyrase intermediates trapped by the inhibitor.

The analysis of the *E. coli* chromosome architecture (67,68) revealed the presence of large topologically independent macrodomains located around the replication origin and terminator region (Ori and Ter macrodomains, respectively). Ter is flanked with Left and Right macrodomains, separated from Ori by the left and right non-structured regions of the chromosome (NS^left^ and NS^right^, correspondingly). We observed statistically significant overrepresentation of GCSs in NS^left^ and Ori and underrepresentation in Ter and Left (binomial test, *P*-values are <1e-3) (Figure 3B and Supplementary Table DS2, Supplementary Figure S11). This pattern could not have been due to intensive DNA replication in actively dividing cells since the two-step normalization procedure used for GCSs calling involved normalization for local copy number/sequencing depth.

Topo-Seq data was compared with available ChIP-chip gyrase binding data (24). Despite the differences between the two approaches and the resolution of final data, we found a significant positive correlation between both datasets and a very similar distribution of signals over the *E. coli* genome (Supplementary Figure S15). Thus, gyrase binding and cleavage are likely to be connected, additionally validating the Topo-Seq methodology.

### DNA gyrase has an extensive and degenerate binding motif

Single-nucleotide resolution GCS mapping allowed us to directly look for potential sequence preferences of the gyrase in antibiotic-treated cells. Aligning of sequences flanking the positions of GCSs revealed a significant deviation from random frequencies of nucleotides indicating the presence of a potential motif. When the obtained frequency matrix was converted to GC% (see Materials and Methods for details), similar 130-bp degenerate pattern was observed for signals obtained from cells treated with each of the gyrase poisons tested (Figure 4A, Supplementary Figure S4). The pattern is symmetrical with respect to the cleavage sites, which are located between –1/0 and +3/+4 positions of the motif. We refer to this pattern as the ‘gyrase motif’. It consists of a central (from –16 to 19 bp) part containing the cleavage site and two flanking (from –63 to –17 bp and from 20 to 66 bp) regions, each with periodic (10.75 bp) changes in GC% resembling the binding pattern of eukaryotic nucleosomes (71) (see Supplementary Figure S5). Analysis of calculated DNA geometry for GCSs sequences using GBshape database (72) revealed noticeable deviations for such parameters as helix twist, propeller twist, and minor groove width (Supplementary Figure S14). This observation may indicate that DNA recognition by the enzyme occurs through indirect readout (73).

**Figure 4.**
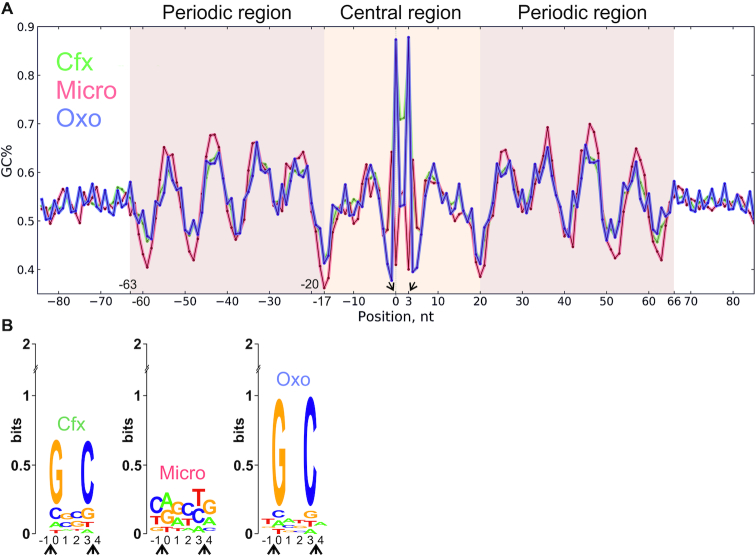
DNA gyrase has a binding motif revealed with a range of poisons: Cfx, Micro, and Oxo. (**A**) DNA sequences under GCSs were extracted and aligned; resulting motif, shown as a plot of GC content, has a central region (–16:19 nt) around the cleavage site, and two periodic regions (–63:–17 and 20:66 nt). (**B**) Logo representation of motif's central part around cleavage site. In the coordinates chosen, DNA gyrase cleaves forward chain between -1 and 0 and reverse chain between 3 and 4 bp (cleavage events are indicated with arrows).

The only significant differences between motifs obtained with different inhibitors were observed at the cleavage site (Figure 4B). GCS motifs obtained with Cfx and Oxo-treated cells confirmed the well-established tendency of quinolones to intercalate and facilitate scission before guanine residues (34,74,75). In contrast, this pattern was not observed in the case of Micro, which likely has a different mode of interaction with gyrase and/or DNA (76), leading to a different consensus in the central part of GCS. This difference in cleavage preferences may explain a poor overlap between the Micro and quinolones GCSs sets (Figure 3A). When sequences under the GCSs were screened for overrepresentation of known motifs with Tomtom (77), none were detected, suggesting that gyrase trapping is independent of other DNA binding proteins.

### Gyrase activity correlates with sequence properties

To remove antibiotic-specific biases from the gyrase motif, the frequency values for central positions most affected by antibiotics (0–3 bp) were made equal to baseline nucleotide frequencies of the *E. coli* genome (resulting position frequency matrix and consensus sequence can be found in Supplementary Table DS10). The resulting position-weight matrix corresponding to a ‘combined’ gyrase motif was used to scan the genome of bacteriophage Mu and the pBR322 and pSC101 plasmids. As expected, previously known strong gyrase sites from Mu, pSC101 and pBR322 (33,34,46) were identified as having the highest scores (Supplementary Table DS4A). When the genome of *E. coli* DY330 Mu SGS was scanned, Mu SGS had the third highest score. Five out of 13 highest scoring *E. coli* sites were among the GCSs identified by Topo-Seq, a highly significant (binomial test, *P*-value: 8.4e–14) overrepresentation. In addition, for 8 out of 13 highest scoring sites, there was a total of 27 GCSs within 5 bp of their central regions (Supplementary Table DS4B) providing independent support for the relevance of the motif (binomial test, *P*-value: ∼0) and suggesting some flexibility of the cleavage sites within the motif.

Analyzing the predictive power of gyrase motif score, we found that GCSs located in sequences with higher scores tend to have higher N3E values (Supplementary Figure S6), an evidence that gyrase activity depends on DNA substrate sequence composition. Correlations between N3E and score are small, but statistically significant for all Topo-Seq experiments (Pearson's correlation: 0.22, 0.15 and 0.23 for Cfx, Micro and Oxo respectively with *P*-values < 4.3e–5). N3E and score values for GCSs revealed by more than one poison are higher (Supplementary Figure S17) meaning that 149 GCSs reproduced in experiments with all three drugs might be the most preferred gyrase sites in the genome.

### The DNA gyrase consensus sequence strongly binds the enzyme and inhibits its activity *in vitro*

To test the observations that specific properties of DNA sequence expressed in the terms of score can explain elevated gyrase activity (estimated as a number of GCSs or N3E value) at a particular locus, we performed *in vitro* experiments with a set of 133 bp synthetic DNA sequences having different degree of similarity to the gyrase binding motif: a consensus sequence (calculated score 37), Mu SGS (calculated score = 14.3) and scrambled consensus (score = 2.5) (Supplementary Table S4). As can be seen from Figure 5A, affinities of DNA fragments for gyrase were roughly proportional to their scores in the EMSA assay. Linear DNA fragments encompassing Mu SGS and consensus sequence but not scrambled consensus, inhibited supercoiling of pBR322 plasmid by DNA gyrase when added as competitor DNA (Supplementary Figure S12). To more directly look at gyrase activity, we investigated ATP-dependent supercoiling and ATP-independent relaxation of pUC19-based plasmids carrying cloned fragments described above by DNA gyrase. Surprisingly, the supercoiling and relaxation efficiency of plasmids was inversely related to cloned insert score (Figure 5B and C): DNA gyrase processed substrates carrying consensus sequence significantly slower than substrates with scrambled consensus or even Mu SGS. In contrast, ATP-dependent relaxation of plasmids by GyrA59/GyrB gyrase mutant lacking CTD proceeded at comparable rates (Figure 5D). Taking into account that CTDs are crucial for DNA wrapping around the enzyme and supercoiling (78,79) we propose that CTDs recognize the phased bending signals in the ‘arms’ of the motif and that strong interactions between DNA and CTDs may inhibit structural transitions required for the catalytic reaction.

**Figure 5.**
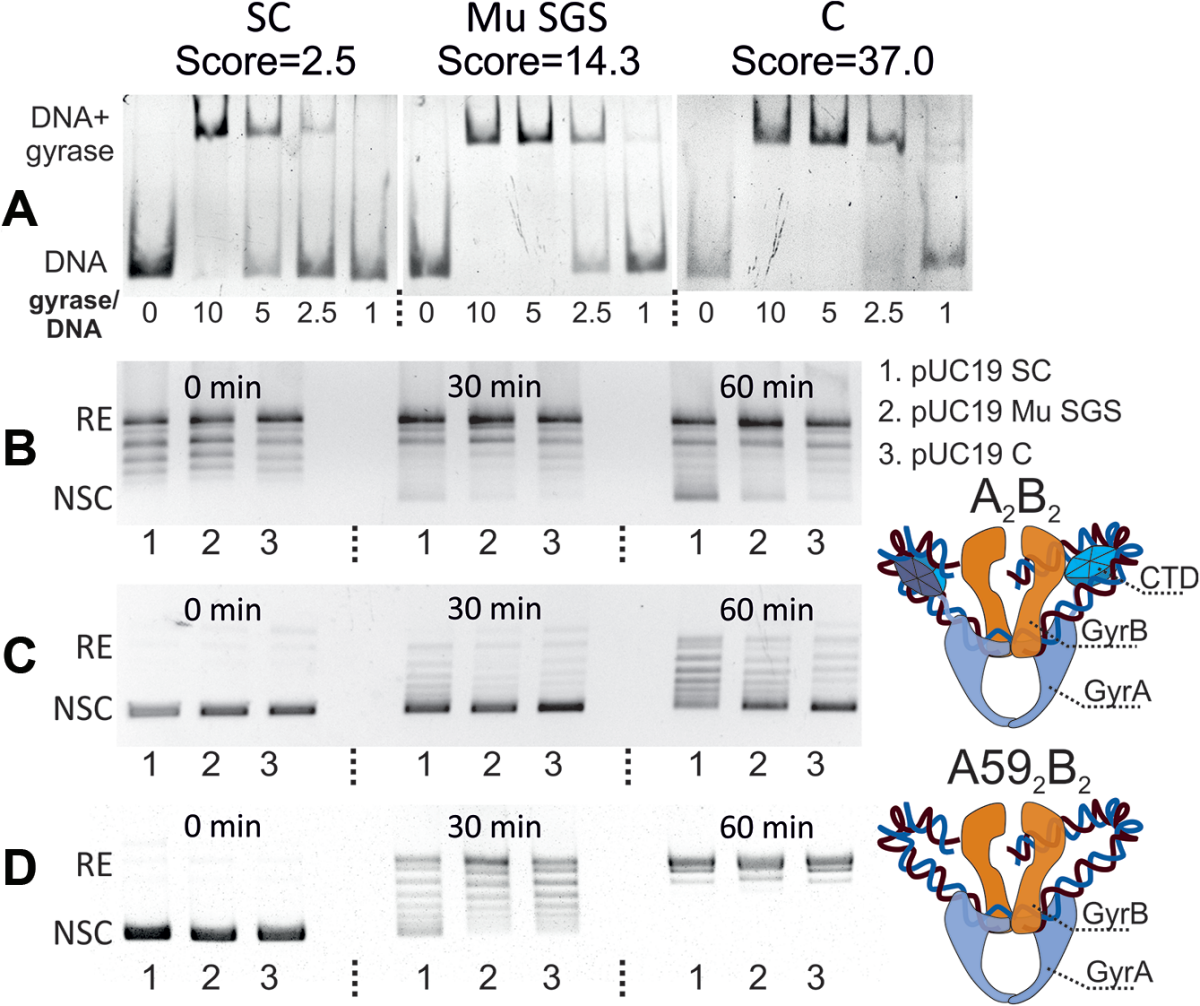
DNA gyrase behavior depends on a DNA substrate gyrase binding score. (**A**) EMSA analysis of DNA gyrase binding with 133 bp fragments; fragments scores are showed above the pictures; molar gyrase/DNA ratio is indicated under the lanes. SC—scrambled consensus, C—consensus. (**B**) Time-course of gyrase supercoiling of pUC19 plasmids harboring indicated 133 bp fragments; RE—relaxed plasmid, NSC—negatively supercoiled plasmid. 1—scrambled consensus, 2—Mu SGS, 3—consensus. (**C**) Time-course of ATP-independent relaxation of pUC19 plasmids harbouring indicated 133 bp fragments. (**D**) Time-course of ATP-dependent relaxation of the same plasmids by truncated GyrA59_2_GyrB_2_ gyrase lacking CTD.

### Gyrase is attracted to the regions downstream of transcribed loci

Based on the ‘twin-domain model’ and the fact that gyrase prefers positively supercoiled DNA to act upon, we expected the enzyme to be preferentially found downstream of transcribing RNAP (17,20). Whole-genome analysis revealed that in general less GCSs associate with poorly transcribed transcription units (TUs) than with highly transcribed ones (binomial test, *P*-value ∼0), as has been also observed in *M. tuberculosis* (23). We have screened the highly transcribed loci for their association with GCSs and found that cleavage sites significantly accumulate in extended downstream regions of active TUs (Supplementary Figure S8, Supplementary Figure S13). The enrichment is most noticeable for rRNA operons, which have the highest transcription rate (80) (Supplementary Table DS7A).

To experimentally test whether transcription affects the gyrase distribution, we treated cells with RNAP inhibitor rifampicin (Rif) before Cfx-mediated gyrase trapping (the procedure further referred as RifCfx). While the overall number of cleavage sites dropped twofold after Rif treatment (4635 for Cfx versus 2355 for RifCfx, Figure 6B) their average strength (measured as N3E value) and sequence specificity (measured as gyrase binding score value) slightly increased (Supplementary Figure S7). Rifampicin did not affect either overall shape of gyrase motif, or local cleavage properties characteristic of Cfx (Supplementary Figure S9). At the same time, the global gyrase gradient became altered and less pronounced (Supplementary Figure S11B). Most notably, Rif eliminated both the accumulation of GCSs in the downstream regions of rRNA operons (Figure 6C) and avoidance of poorly transcribed TUs (Supplementary Figure S8B). The GCSs which remained downstream of rRNA operons decreased their signals (Figure 6A and D). In contrast, signals from some other sites, potentially not directly related to transcription intensity, for example GCSs located in BIME-2 regions, were increased in the presence of Rif (Figure 6D). Overall, we conclude that transcription inhibition with rifampicin leads to significant relocation of active gyrase, suggesting that transcription is a strong factor that attracts gyrase to downstream DNA.

**Figure 6.**
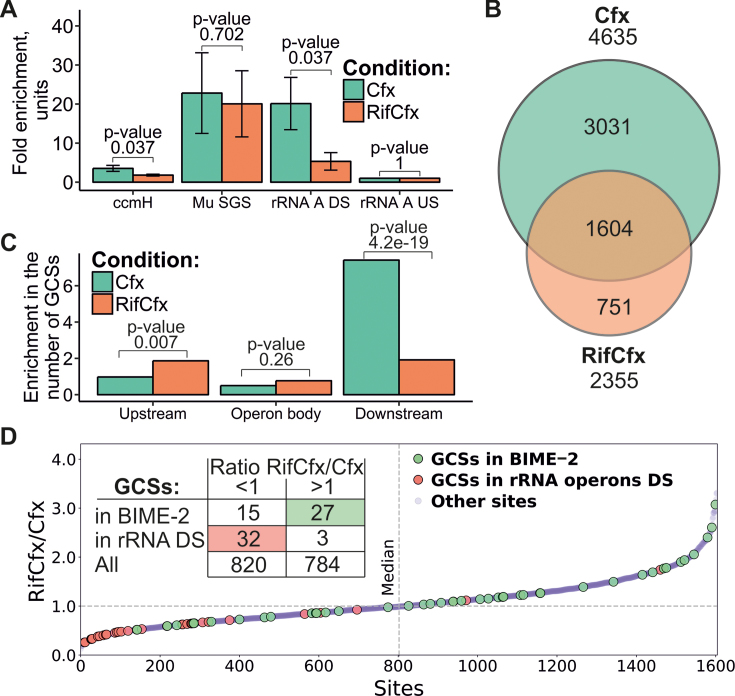
Transcription facilitates gyrase activity. (**A**) Enrichment observed at several genomic sites by Topo-qPCR for Cfx and RifCfx (data for three replicas). Error bars constructed as ±2 standard errors, *P*-values for t-test for means are indicated above the bar pairs. (**B**) Venn diagram showing overlap of Cfx and RifCfx GCSs sets. (**C**) GCSs relocation from downstream regions of rRNA operons when transcription is inhibited with rifampicin. Enrichment in the number of GCSs, which is a ratio of the number of observed GCSs to the number of expected GCSs (statistic—Fisher exact test), is plotted. (**D**) GCSs shared between Cfx and RifCfx sorted by ratio of their N3E values. GCSs that fall in 5 kb downstream regions of rRNA operons (red dots) have a significant tendency to have lower N3E values when cells are treated with Rif (binomial test, *P*-value = 0.015). On the other hand, GCSs that fall into REPs (green dots) reveal tendency to increase N3E under the same conditions (binomial test, *P*-value = 4e–7).

### GCSs are overrepresented in a subset of BIME-2 sequences

We found significant overrepresentation of GCSs in BIME-2 elements in full agreement with previous experiments (36) (binomial test, *P*-value ∼0 for Cfx, 3e–4 for Micro, and 1e–9 for Oxo). In particular, BIME-2 located between *sucC* and *sucB* and between *tldD* and *yhdP* genes house multiple GCSs (Supplementary Table DS3). Closer look revealed that gyrase much more frequently cleaves y-type than z2-type repetitive extragenic palindromes (REPs) that form BIME-2 in consistence with old observations (35) and especially prefers loops and non-complementary regions within the stems of cruciform-forming REPs (Supplementary Figure S10). The number of GCSs-containing REPs within particular BIME-2 elements considered by Espeli and Boccard (36) is also similar to the previously observed number of gyrase-generated cuts. Thus, DNA gyrase binds at least some BIME-2s *in vivo*. BIME-2 locate in intergenic regions and accumulation of GCSs in them could be due to positive supercoiling associated with transcription of adjacent genes. In this case one would expect the gyrase signal to decrease when transcription is inhibited by Rif: however, the opposite is observed (Figure 6D). Interestingly, BIME-2 have a higher mean score than expected (–1.3 versus –2.3 over the *E. coli* genome; *t*-test, *P*-value ∼0), which may be a reason of their preferential binding by gyrase. Thus, BIME-2 have properties of transcription-independent strong gyrase sites and might contribute to genome organization.

### GCSs colocalize with MukB and avoid H-NS binding regions

Nucleoid-associated proteins (NAPs) contribute to genome organization and local topology. High-resolution maps of the binding sites of *E. coli* NAPs Fis, IHF, H-NS, MatP, and MukB are available (81–83). Genome-wide cleavage data are also published for *E. coli* Topo IV, which is a close paralog of DNA gyrase (49). We compared available datasets with our Topo-Seq data to find potential associations between gyrase activity and these proteins. We found that GCSs are slightly underrepresented at IHF sites and at Fis sites in Cfx (±Rif) and Oxo treated cells (binomial test, *P*-value < 0.002) but not in Micro-treated cells. GCSs are strongly underrepresented at H-NS binding regions (binomial test, *P*-value < 9.75e–23) for all experimental conditions (Supplementary Table DS6). H-NS, a well-known transcription repressor, primarily associates with silent regions of the genome (Supplementary Figure S16D and (82)). Hence, H-NS occupied areas are expected to lack transcription-mediated positive supercoiling. Sequences of H-NS occupied areas also score lower than the genome mean for gyrase motif (–4.4 versus –2.3, *t*-test *P*-value ∼0). A combination of these two factors may jointly contribute to gyrase avoidance.

Due to similarities in the structure and mechanism of Topo IV and gyrase, one could expect a correspondence between their cleavage sites distribution. However, our analysis did not reveal any significant association, either positive or negative, between GCSs and Topo IV cleavage sites (Supplementary Table DS6). Topo IV activity and distribution within a cell are thought to be positively connected to MukBEF—a complex involved in structural maintenance of chromosomes (9). In turn, MukBEF is known to physically interact with the MatP protein (83). MatP binds with high affinity to specific *matS* sites that concentrate in the Ter macrodomain (84), and displaces the MukBEF complex (83,85). Together, the Topo IV-MukBEF-MatP system is thought to coordinate the proper timing of replicating chromosome unlinking and segregation (83). We found that GCSs are overrepresented at MatP-occupied regions (binomial test, *P*-value < 0.006) but not in the immediate vicinity of *matS* sites (Supplementary Table DS6). Strikingly, the enrichment is even more pronounced for MukB sites (binomial test, *P*-value < 3.9e–14) (Supplementary Table DS6). In fact, the genome-wide MukB distribution is similar to that of the gyrase (Supplementary Figure S11) and MukB accumulates at extended regions downstream of TUs in transcription-dependent manner (Supplementary Figure S16C, Supplementary Figure S13C). Moreover, the gyrase binding motif score of MukB binding regions is relatively high (–1.5 versus –2.3 genome average, *t*-test *P*-value ≈ 0). Overall, we suggest that DNA gyrase likely acts independently of the MatP-MukBEF-TopoIV decatenation ensemble but the MukBEF complex might synergize with the gyrase downstream of active TUs by stabilizing plectonemes induced by transcription-dependent positive supercoiling.

### Lack of association between GCSs density, topologically associated domains (TADs), and sites of spontaneous mutations

DNA-gyrase supercoiling activity might contribute to bacterial genome structuring (28,86). We therefore looked for association of GCSs with TADs, as defined for *E. coli* MG1655 (85). However, no significant over- or underrepresentation of GCSs were found either in TADs, the inter-TADs, or nearby the TADs borders (Supplementary Table DS8). Gyrase sites on DNA can also be expected to have an increased rate of spontaneous mutations due to association with double-strand breaks introduced by gyrase. We compared the distribution of spontaneous mutations throughout the *E. coli* genome (for wild-type and mutagenic *mutL* cells (87)) and found no pronounced associations between mutations and GCSs (Supplementary Table DS9).

## DISCUSSION

In this paper, we used Topo-Seq (drug-induced trapping and purification of covalent topoisomerase-DNA complexes, followed by application of a single-strand paired-end sequencing protocol) to robustly identify thousands of GCSs across the genome of *E. coli* treated with gyrase poisons. The results provide unprecedented, single-nucleotide precision view of gyrase localization throughout the chromosome. While our data relied on gyrase poisons to trap the enzyme on DNA, the similarities with ChIP study of gyrase binding (24) and commonality of genome-wide GCS patterns and binding motifs observed for unrelated inhibitors strongly suggest that our experiments provide information about the natural distribution of gyrase along the *E. coli* chromosome. This is further supported by the observation that the common GCS motif revealed by Topo-Seq strongly binds to the DNA gyrase *in vitro* in the absence of gyrase poisons.

We observed a global *ori-ter* gradient in the frequencies of GCSs which agrees well with ChIP-ChIP data obtained in the absence of poisons (24) (Supplementary Figure S15). The trend can be explained by either gyrase-binding score gradient (sequences near the origin have higher propensity to bind gyrase) or by transcription gradient (higher level of transcription near origin). When transcription is inhibited by Rif, the *ori-ter* gradient remains, although it becomes significantly less pronounced (Pearson's correlation between the number of GCSs and transcription level falls from 0.85 for Cfx dataset to 0.24 for RifCfx set). Thus, it seems that transcription primarily forms gyrase activity gradient over the genome by influencing local supercoiling state (Supplementary Figure S11). Gyrase activity might neutralize transcription-mediated positive supercoiling which leads to an even distribution of superheliсity over the genome in the phase of exponential growth as detected by psoralen binding assay (27).

Identification of thousands of GCSs allowed us to delineate the gyrase binding motif characterized by phased variation in G/C content. This motif is too long (130 bp) and too degenerate to be identified by standard algorithms (MEME (88), ChIP-Munk (89), or Gibbs-sampler (90)). The 130-bp motif matches the length of DNA protected by the gyrase from hydroxyl radical cleavage (91). The central 36 bp part of the motif is contained within a 40–50 bp segment most strongly protected from DNase I cleavage in *in vitro* experiments, while the flanking 47-bp periodic regions are likely localized on the sides. The G/C content variation may be explained by DNA lying on protein surface in a way that its minor groove contains GC when open to solution, and AT when facing the protein. AT-rich tracts are known to be flexible (92) and tend to form bends when positioned in phase with DNA helix (93), as observed in the gyrase motif. The size of a periodic regions agrees well with the 35–52-bp minimal DNA fragments which are thought to be wrapped around GyrA CTDs (78) (Figure 7). Our *in vitro* experiments with DNA sequences having different levels of similarity to gyrase motif independently support this conclusion. Well-phased sequences (Mu SGS and consensus) bind to the gyrase much better than the scrambled one (Figure 5A) and cause the slowing down of enzyme (Figure 5BC). On the other hand, gyrase lacking CTDs shows no differences when relaxing different substrates (Figure 5D). That might mean that very strong binding detected for phased sequences could interfere with CTD movements crucial for optimal activity of the enzyme as discussed in (94,95). Interestingly, the same inhibition effect was previously observed for the pSC101 SGS (46), which we identified as a high-scoring sequence (score = 16), that might explain why there are no sequences in *E. coli* genome with a score higher than ∼15.

**Figure 7.**
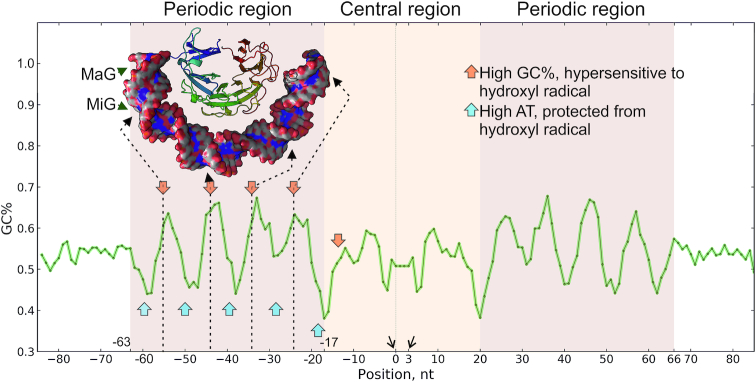
DNA gyrase binding motif reflects DNA wrapping around the CTDs. DNA gyrase ‘combined’ motif (based on datasets from all three different antibiotics tested) flanked with random regions shown in green. Orange arrows indicate GC-rich and hydroxyl radical hypersensitive sites, blue arrows—AT-rich and protected regions. The structure of DNA-wrapped CTD is shown above the motif, dashed arrows point hypersensitive sites in DNA’s minor groove. MaG—DNA major groove, MiG—DNA minor groove. Hydroxyl radical sensitivity data is taken from (91).

GCSs sets obtained with cells treated by different drugs overlapped only partially, which likely results from specific drug–DNA interactions in the central part of the motif at the cleavage site. Interestingly, Micro GCSs have weaker cleavage pattern compared to those obtained with quinolone drugs (Figure 4B). This may indicate that Micro does not intercalate into DNA with its oxazole/thiazole regions, and instead traps gyrase differently. This notion is consistent with an observation that the periodic part of Micro motif has the highest amplitude, possible reflecting periodic interaction of Micro oxazole/thiazole cycles with DNA bound to CTDs. Intriguingly, it's been shown previously that long DNA segments and strand passage are essential for Micro to form a stable cleavage complex (76).

Transcription-induced positive supercoiling is a well-known factor that attracts gyrase activity (21,23,24). Our data show that more DNA gyrase is associated with extended (∼2–5 kb) regions downstream of actively transcribed transcription units (Supplementary Figure S13). While such association is predicted by the Wang model, our results show that gyrase concentrates not directly in front of the elongating RNA polymerase but much further downstream of *in vivo* transcription termination sites (as determined in (96)), including areas of poorly transcribed downstream genes (Supplementary Figure S13D). Interestingly, attraction of gyrase to these downstream regions seems not to be hard-wired in the genome, since the gyrase motif scores of GCSs in downstream regions and scores of these regions themselves are the same or lower that throughout the rest of the genome (Supplementary Table DS 7B). The result underscores the driving role of transcription in populating these sites by the gyrase and explains the redistribution of gyrase observed upon transcription inhibition.

It appears that sequence properties and transcription are not the sole factors regulating gyrase activity. For example, some high-scoring sites are not GCSs and genome-wide correlation between gyrase binding score and N3E value does not rise significantly for Rif-treated cells, as could have been expected. No data are available for *E. coli* enzyme interactions with nucleoid structuring proteins, however local topology of nucleic acid modulated by them might influence gyrase behavior in a complicated way. Recently, for example, GapR protein was found in *Caulobacter crescentus*, that specifically interacts with positively supercoiled DNA and stimulates gyrase and Topo IV activity, possibly via interaction with them (97). To support this notion, we found statistically significant associations of gyrase sites with binding regions of several NAPs. While regions of H-NS and MukB binding shows strong associations with sites of gyrase activity (negative and positive respectively), link with other proteins is less pronounced. Negative correlation with IHF-occupied sites cannot be explained either by the distribution of the protein across the genome - like gyrase, IHF is more presented at Ori and less at Ter (Supplementary Figure S11H), or by association with silent genes - we did not find any transcription-dependent binding for IHF (Supplementary Figure S16B). Also, it is not based on sequence properties of IHF sites as their mean score is close to genome mean (–2.4 versus –2.3). Another weak negative association was found with Fis. It is known to bind in upstream regions of TUs (82) and we noticed that this effect is transcription-dependent (Supplementary Figure S16A). Score of Fis sites is just a little lower than genome mean (–2.7 versus –2.3) so this protein and gyrase might simply act on different sides of TUs. It should be noted, however, that Fis is a repressor of transcription of both the *gyrA* and *gyrB* genes in *E. coli* and *Salmonella* (98), while *fis* transcription itself is stimulated by high levels of negative supercoiling (99).

It is more difficult to explain a positive association between GCSs and MatP sites which exists only for non-Ter and at the same time weak (<3-fold enrichment) sites (Supplementary Table DS6). In contrast, all Ter sites show mainly negative association with GCSs, while strong (>3-fold MatP enrichment) and non-Ter regions lack any associations. We can explain this by binding between MukBEF and MatP, that results in a colocalization of binding sites (Fisher exact test, *P*-value = 6.27e–17) (Supplementary Table DS6A). This hypothesis still needs to be tested experimentally.

Global transcriptional responses to environmental factors can be mediated by supercoiling via gyrase or other topoisomerases (1,100,101). Use of trapping agents to catch the enzymes *in flagrante delicto* on a nucleic acid is a promising alternative for non-specific formaldehyde-mediated ChIP-Seq approaches (49,50). The combination of a specific sequencing protocol with a cleavage pattern detecting algorithm results in single-nucleotide precision of Topo-Seq. Our method can be directly applied to different bacteria including pathogens such as *Salmonella* or *Mycobacteria*, whose global supercoiling dynamics must be significantly different from that of *E. coli* (102,103), and to *Caulobacter crescentus* and genome-reduced *Mycoplasma*, in which supercoiling was shown to contribute to chromosomal domain organization (104,105). The Cfx-sensitive gyrase is found in eukaryotes such as plants and *Apicomplexa* (106–108). The yet-unknown function of the enzyme in these organisms can be assessed using Topo-Seq. Finally, our method can be easily modified to study a larger variety of enzymes (other topoisomerases, recombinases etc.) that form intermediate covalent complexes with nucleic acids in the presence of stabilizing poisons.

## DATA AVAILABILITY

All software used for data processing and analysis is freely available. Pipeline for raw sequencing data analysis and scripts for data visualization and statistical analysis: https://github.com/sutormin94/Gyrase_Topo-seq. Raw sequencing data: GEO: GSE117186. Genome-wide analysis of GCSs correlations with NAPs binding regions, TUs expression, TADs positions, BIMEs positions, mutations, etc.: https://github.com/sutormin94/Gyrase_Topo-seq//Additional_genome_features.

## Supplementary Material

Supplementary Data

# Supplementary material for: Single-nucleotide-resolution mapping of DNA gyrase cleavage sites across the Escherichia coli genome
**Source:** Nucleic Acids Res. 2018 Dec 4;47(3):1373–88. doi: 10.1093/nar/gky1222
**Supplement:** Supplementary Data

# **Single-nucleotide-resolution Mapping of DNA Gyrase Cleavage Sites**

## **Across the *Escherichia coli* Genome**

**Dmitry Sutormin<sup>1,2</sup>, Natalia Rubanova<sup>1</sup>, Maria Logacheva<sup>1</sup>,  
Dmitry Ghilarov<sup>1,3\*</sup> and Konstantin Severinov<sup>1,4\*</sup>**

§Author's current address

## **SUPPLEMENTARY FIGURES**

Supplementary Figure S1. **DNA gyrase mechanism of action and sequencing libraries preparation protocol allows to identify cleavage sites with single-nucleotide resolution.** (A) Coverage depth in the close vicinity of Mu SGS; cleavage site sequence is written under the depth track; known cleavage positions (with references) marked with colored triangles. (B) Schematic view of double strand DNA fragment cleaved with DNA-gyrase; 5'-ends blocked with peptides including catalytic Tyr<sup>122</sup> (Y) labeled with yellow. (C) dsDNA is melted giving 4 chains. Terminal Deoxynucleotidyl Transferase (TDT) adds Gs to the free 3'-ends; single strand Adapter 1 aligns to the oligoG track; Klenow fragment fills the gap to make dsDNA. (D) Double strand Adapter 2 ligates with free blunt ends. Ligation is inefficient when the end is blocked with peptide (in yellow). (E) Sequencing starts from Adapter 2 (arrows). (F) Legend for adapters

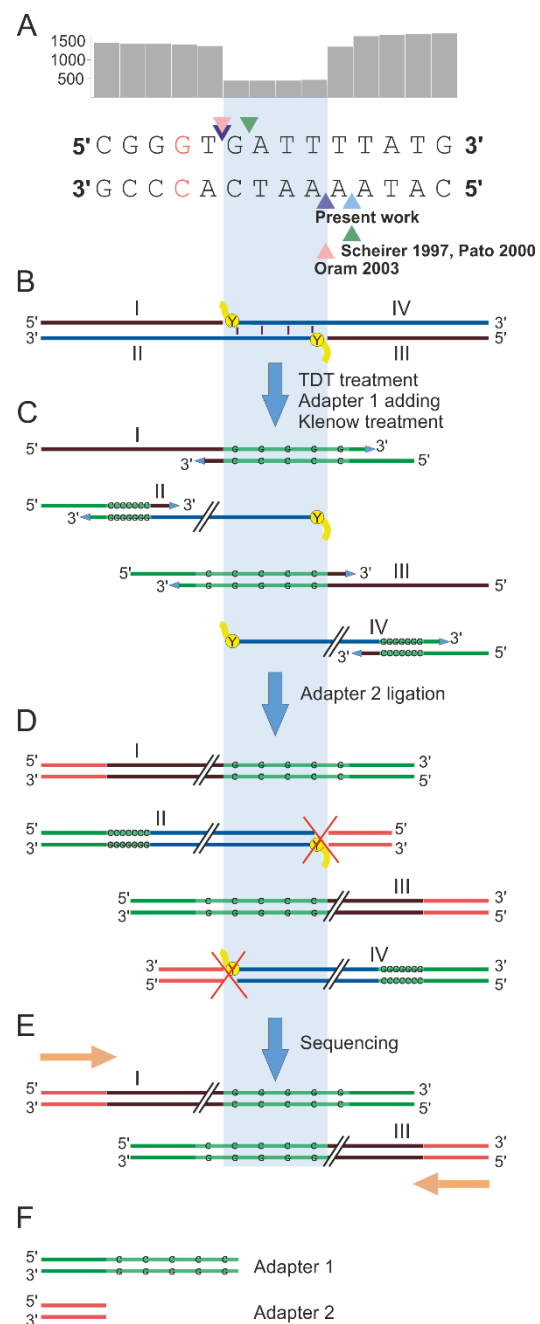

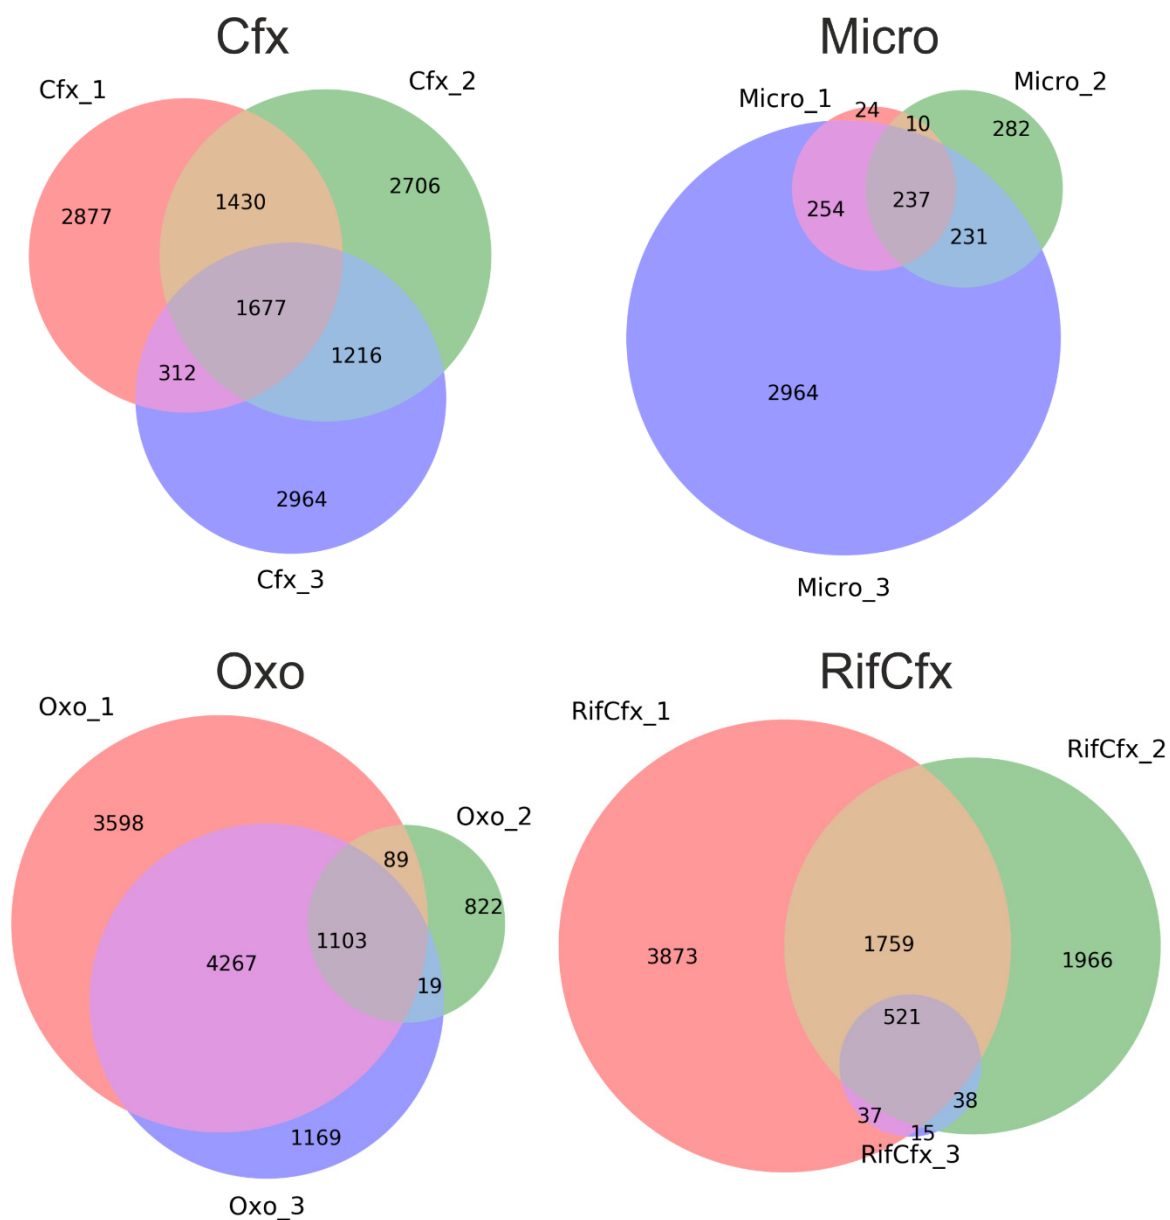

Supplementary Figure S2. **Agreement between GCSs sets obtained in different biological replicates of Topo-Seq experiments.** Relationships between GCSs sets are presented as a Venn diagram. For each condition replicas 1 and 2 were made with *E. coli* DY330 Mu SGS and replica 3 – with *E. coli* DY330.

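Cfx gave 6498 ± 464 GCSs per replicate (SD, n = 3), and replicates of the other conditions lay further apart. RifCfx replicates 1, 2 and 3 had 6190, 4284 and 611 GCSs, a ratio of 10.1 between the highest and the lowest. Oxo gave 9057, 2033 and 6558 GCSs. Micro gave 525 and 760 GCSs in replicates 1 and 2 and 3686 in replicate 3, the replicate with the higher dose and without the Mu SGS. Quartets built from untreated libraries gave 10 GCSs and 1 GCS. These are the authors' counts in Table S1. The sheet of GCS calls per replicate was used here in part, the first 1993 of its 24914 rows, up to coordinate 423676. At the 73 GCSs called there in both, the N3E of RifCfx replicate 1 was 1.95 times that of replicate 3, as the median ratio, and that of replicate 2 was 2.10 times that of replicate 3. For Oxo the median ratio was 2.41 between replicates 1 and 2 (140 GCSs) and 0.986 between replicates 1 and 3 (372 GCSs). For Micro it was 0.882 between replicates 1 and 2 (18 GCSs), 0.398 between replicates 1 and 3 (40 GCSs) and 0.469 between replicates 2 and 3 (37 GCSs). Pearson's r of log10 N3E over these GCSs was 0.0292 between Micro replicates 1 and 2, which had the same dose. It was 0.663 between Micro replicates 1 and 3 and 0.592 between 2 and 3. Between replicates of the other conditions r was 0.455 to 0.665 for Cfx, 0.702 to 0.759 for RifCfx and 0.765 to 0.924 for Oxo. Median ratios between Cfx replicates were 1.11, 1.19 and 1.26. A GCS in at least 2 replicates, referred to as a trusted GCS, carries the mean N3E over the replicates that called it, which was checked on 424 Cfx, 208 RifCfx, 59 Micro and 385 Oxo GCSs. All 59 of these Micro GCSs were called in replicate 3, and 18 of them in all 3 replicates. The ratios and correlations were not tested and cover only GCSs called in both replicates. N3E was scaled within each quartet, and each replicate is its own quartet, so a ratio may reflect library sizes as well as signal.

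**Figure D2:**
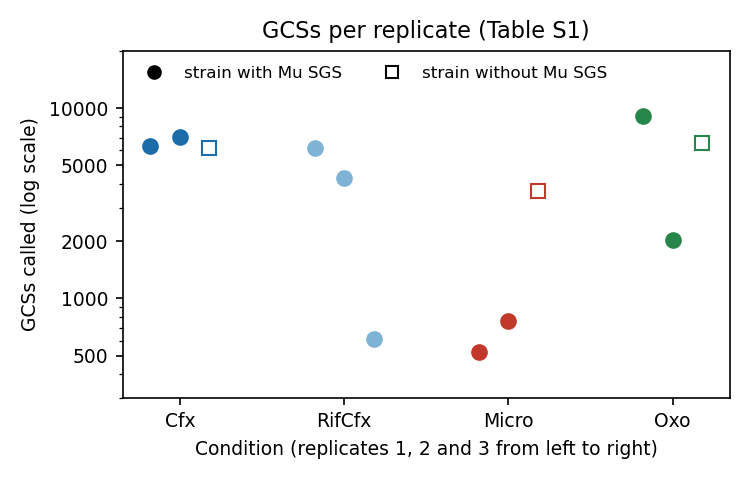
Number of GCSs called in each replicate (Table S1, log scale) for Cfx, RifCfx, Micro and Oxo. Filled circles are strains with the Mu SGS and open squares strains without it; the RifCfx replicates range from 611 to 6190.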

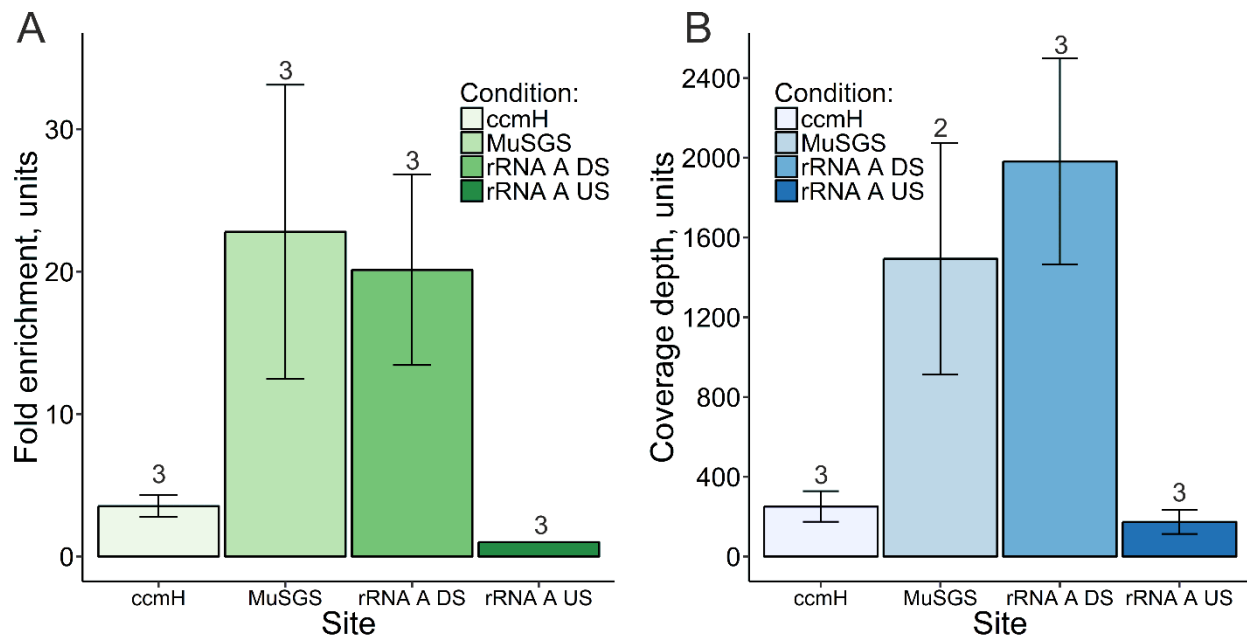

Supplementary Figure S3. **Comparison of the results of Cfx-mediated Topo-qPCR and Topo-Seq.** Enrichment was estimated for four sites: **Mu SGS**, **ccmH**, **rRNA A DS** and **rRNA A US** (short description in **Supplementary Table S2**). Numbers above the error bars indicate the amount of biological replicas, error bars constructed as  $\pm 2$  standard errors. **(A)** Fold enrichment observed on genome sites indicated with Topo-qPCR. Raw cycle threshold (Ct) data is stored in **Supplementary Table DS1**. **(B)** Coverage depth observed on genome sites indicated with Topo-Seq.

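In Cfx-treated cells the amplicon at the Mu SGS was enriched 22.8 ± 8.94-fold and the amplicon downstream of the rRNA A operon 20.1 ± 5.79-fold (SD, n = 3 replicates each), relative to the amplicon upstream of that operon. The ccmH amplicon was at 3.53 ± 0.667. With rifampicin before Cfx, the values were 20.1 ± 7.33 at the Mu SGS, 1.80 ± 0.205 at ccmH and 5.32 ± 1.94 downstream of rRNA A (SD, n = 3 each). The difference RifCfx minus Cfx on the log2 scale was −0.19 at the Mu SGS, −0.96 at ccmH and −1.94 downstream of rRNA A. At ccmH and downstream of rRNA A every RifCfx replicate was below every Cfx replicate, and at the Mu SGS the replicates overlapped. The exact permutation test, two-sided, gave p = 0.1 at ccmH and at rRNA A DS, the smallest p that 3 against 3 replicates allow, and p = 0.7 at the Mu SGS (0.15, 0.15 and 0.7 after Benjamini-Hochberg adjustment over the 3 loci). The Mu SGS amplicon spans 657563 to 657688, between cat and crcA. In the deposited annotation the ccmH amplicon (2395902 to 2396011) lies in nuoN (BAA16103), which encodes membrane subunit N of NADH:ubiquinone oxidoreductase. The rRNA A DS amplicon (3596008 to 3596082) lies in mobA (BAE77451), a gene of molybdenum cofactor synthesis, and the rRNA A US amplicon (3603216 to 3603321) in trkH (BAE77454), a potassium transporter gene. Enrichment was computed from the Ct values of the immunoprecipitated and mock DNA with the efficiency that the authors measured for each amplicon, and scaled by amplicon length. Relative to ccmH instead of rRNA A US, the log2 difference at the Mu SGS was 0.77, in the opposite direction. The 5 kb upstream of the rRNA A operon, which hold the reference amplicon, had 11 trusted RifCfx GCSs against 2.60 expected in 5 kb. Cfx GCSs there were not counted, and whether this shifts the reference was not tested. From enrichment at the Mu SGS and downstream of rRNA A in Cfx-treated cells, and its absence at sites without detected cleavage, the paper concludes that its procedure reflects the position of trapped gyrase in the cell.

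**Figure D3:**
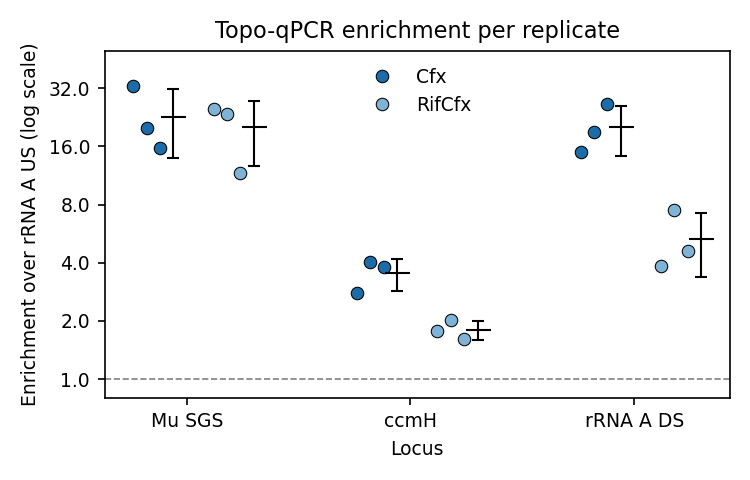
Topo-qPCR enrichment over rRNA A US (log scale) at the Mu SGS, ccmH and rRNA A DS. Points are the 3 replicates of Cfx (dark) and RifCfx (light), and the black marks beside them the mean with its SD; downstream of rRNA A the means are 20.1 and 5.32.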

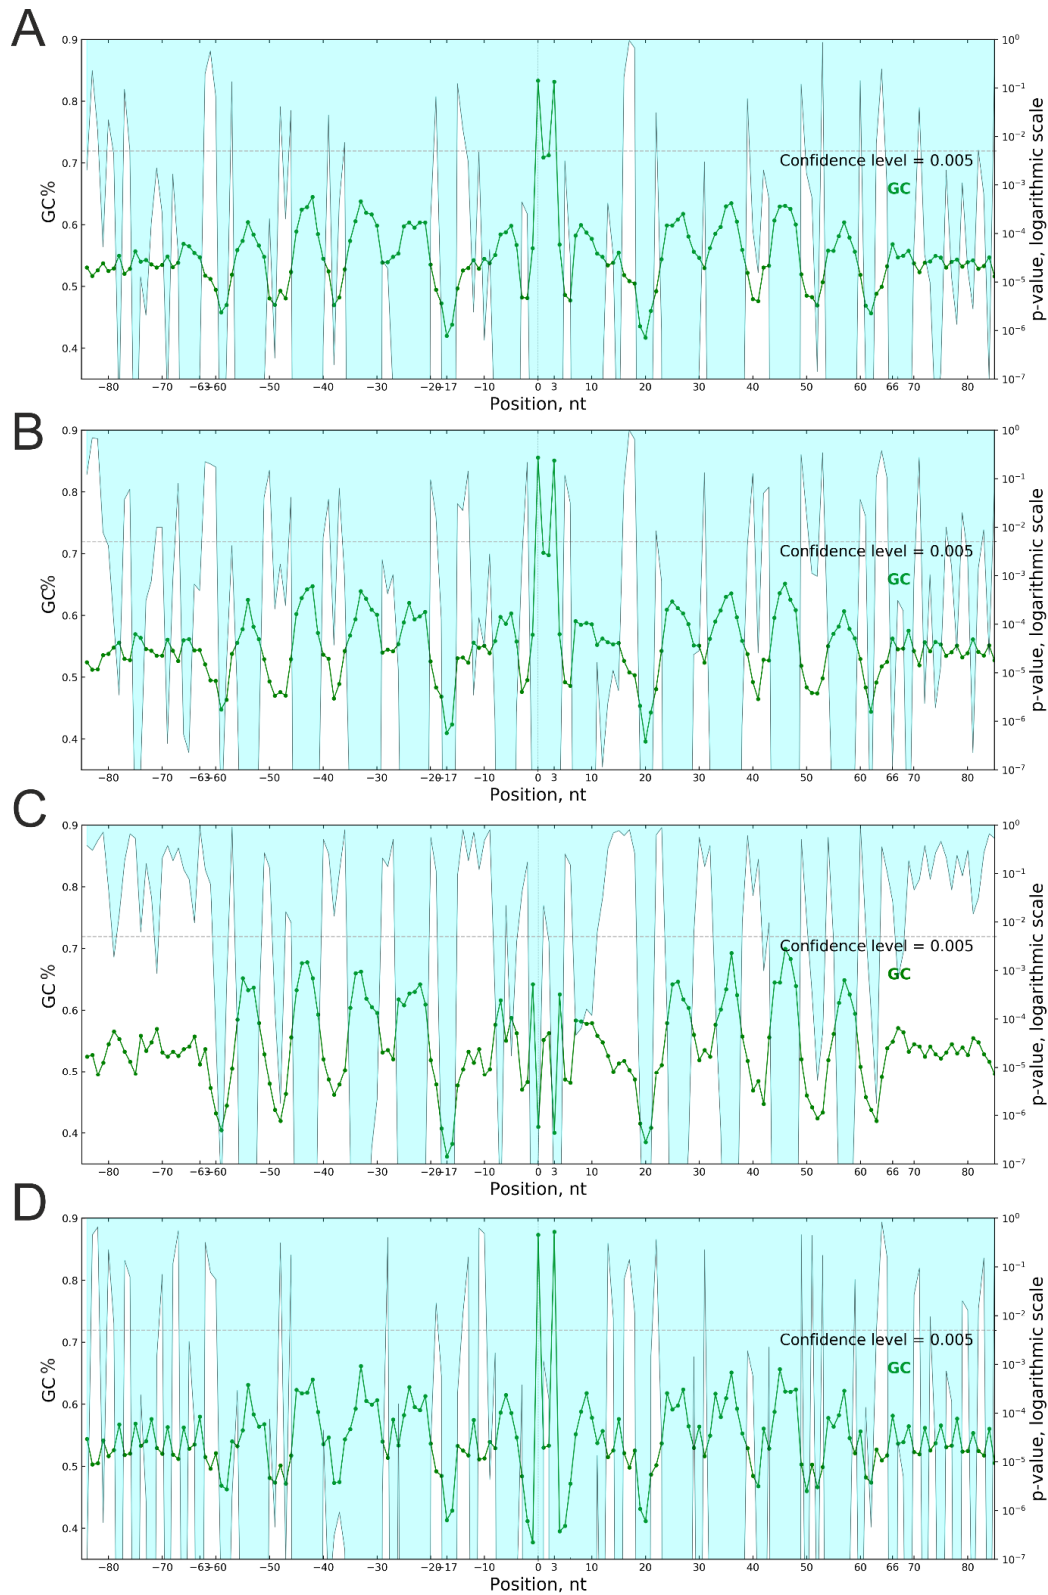

Supplementary Figure S4. **DNA gyrase has a degenerate and long periodic binding motif.** (A) Motif found in the Cfx Topo-Seq. (B) Motif found in the RifCfx Topo-Seq. (C) Motif found in the Micro Topo-Seq. (D) Motif found in the Oxo Topo-Seq.

Statistical significance of the fluctuations is shown as light blue filling – contour of the filling is a p-value, calculated for the GC pairs' frequency observed in a particular column of a multiple alignment. The null hypothesis is that the frequency is equal to the frequency of GC pairs in *E. coli* W3110 Mu SGS genome, statistical model – binomial distribution, number of successes – number of G or C in a column of the multiple alignment, total number of events – number of sequences in the alignments. Cfx – 4635 sequences, Rif Cfx – 2355, Micro – 732, Oxo – 5478 sequences. p-value axis is shown on the right in a logarithmic scale. 0.005 confident interval is indicated as a dashed line.

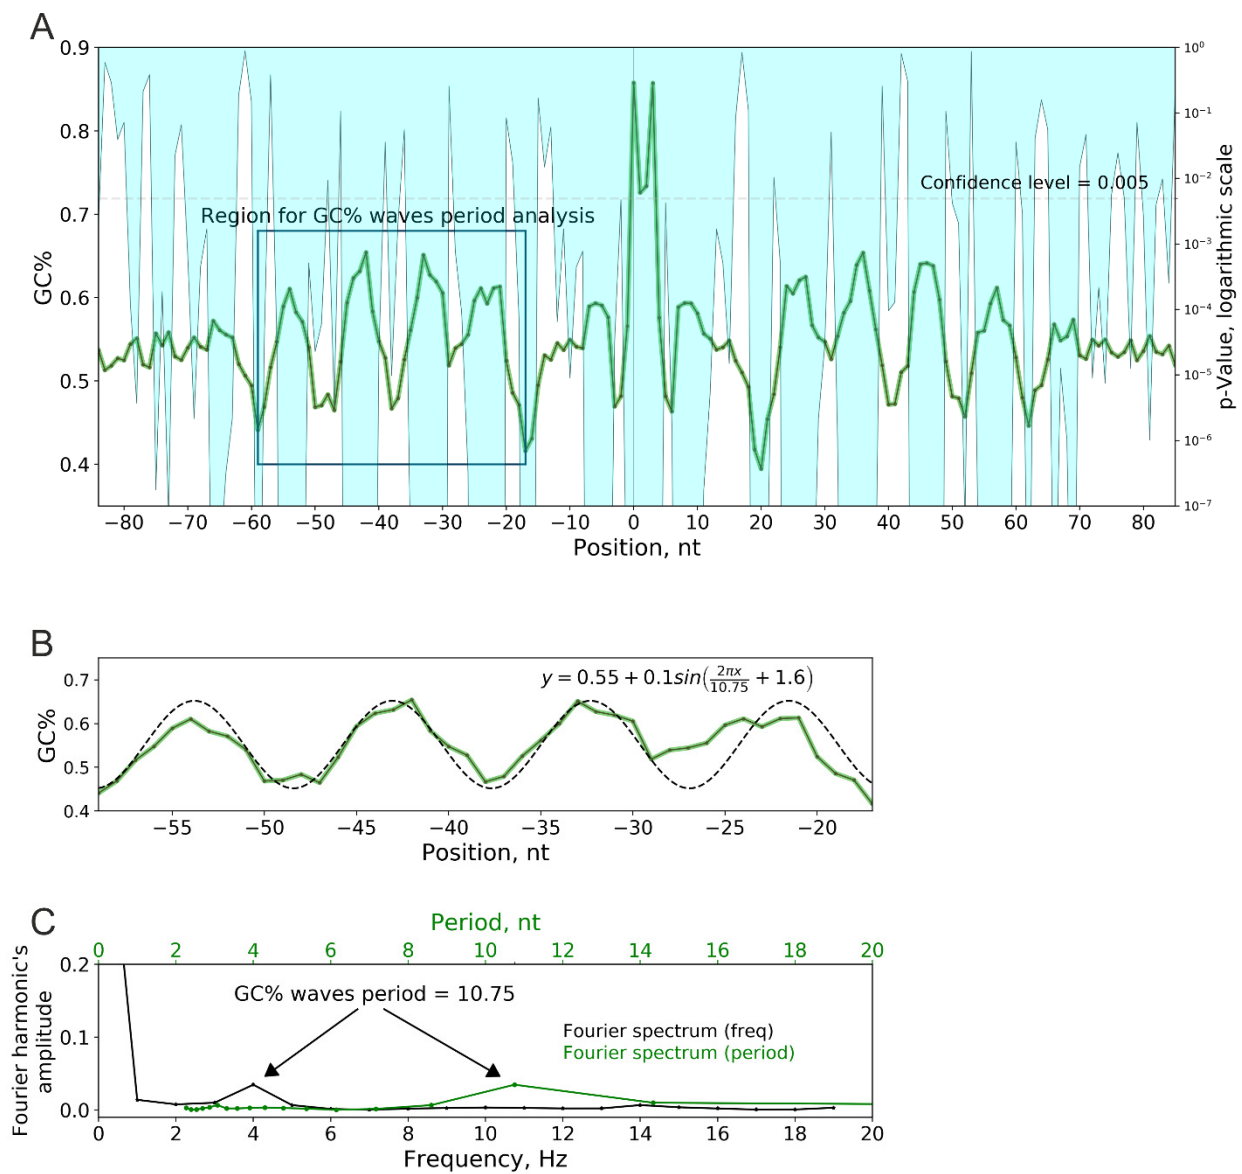

Supplementary Figure S5. **DNA gyrase binding motif periodicity analysis.** (A) Overview of the binding motif observed in Cfx Topo-Seq experiment; frequency analysis area is highlighted with a rectangle. Statistical significance of the fluctuations is shown as light blue filling – contour of the filling is a p-value, calculated for the GC pairs' frequency observed in a particular column of a multiple alignment. The null hypothesis is that the frequency is equal to the frequency of GC pairs in *E. coli* W3110 Mu SGS genome, statistical model – binomial distribution, number of success – number of G or C in a column of the multiple alignment, total number of events – number of sequences in the alignment (4635). P-value axis is shown on the right in a logarithmic scale. 0.005 confident interval is indicated as a dashed line (B) Fitting of the motif GC% with a  $\sin$  function shown as a dashed black line. (C) Fourier spectrum for the frequency analysis area. Spectrum in frequency coordinates shown in black, spectrum in the coordinates of the period – in green; local maxima of the spectra (4 Hz or 10.75 bp, that corresponds each other) is marked with arrows

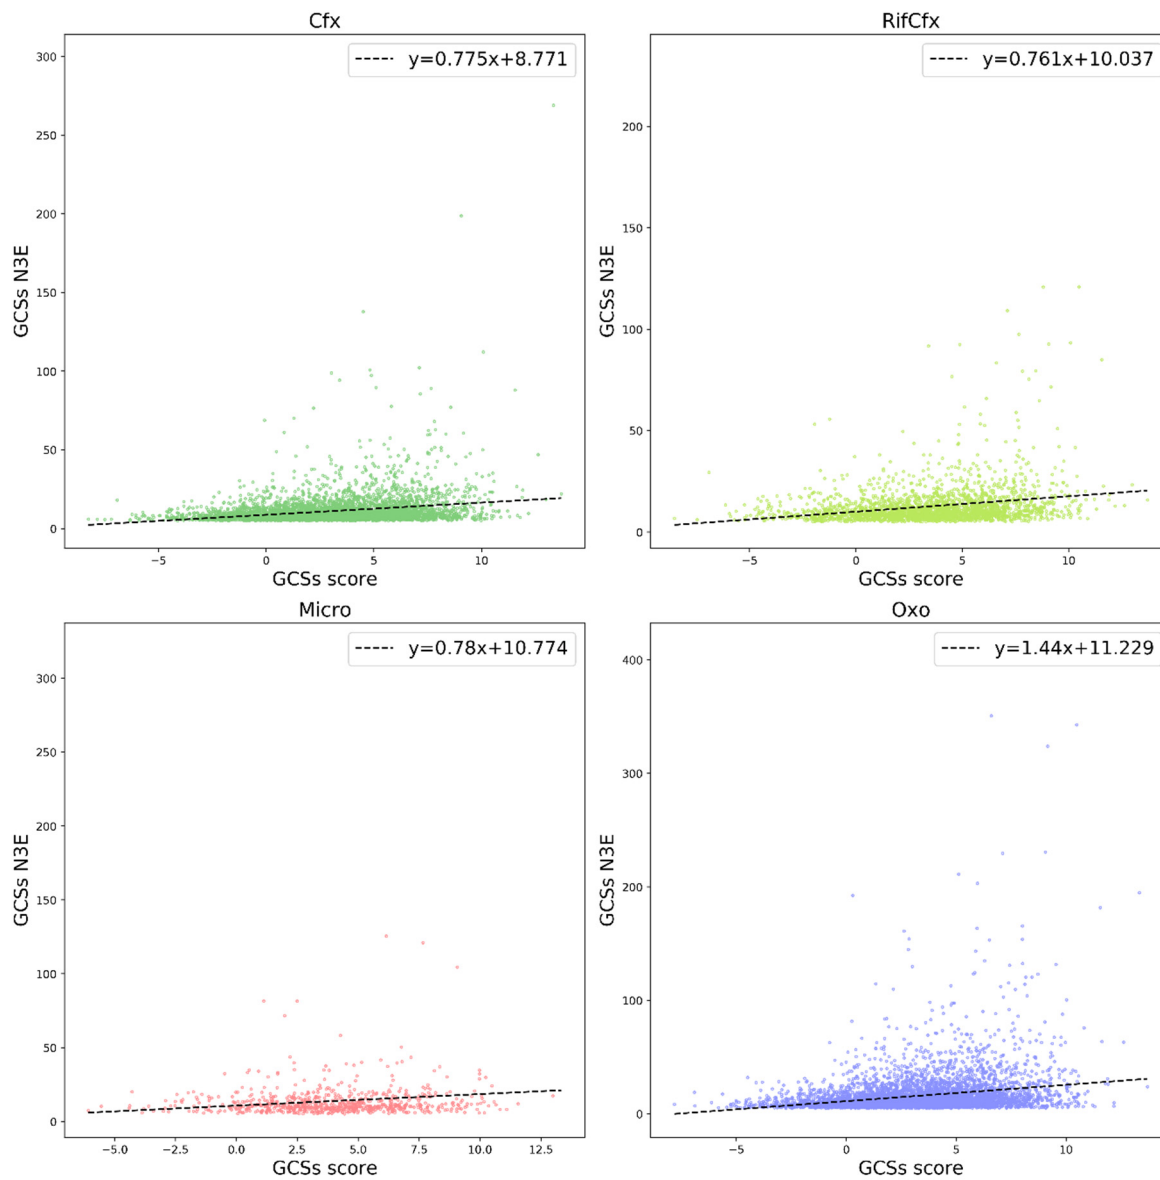

Supplementary Figure S6. **Dependency of GCSs height (N3E value) from sequence score for different Topo-Seq experiments.** Dashed lines indicate linear regressions, equations for which are located on the top left of plots. Regressions were build with Python package numpy.polyfit

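The score of a position measures how well its sequence matches the gyrase binding motif. According to the methods of the paper, that motif was built from the strongest GCSs of Cfx, Micro and Oxo, 732 from each. All trusted Micro GCSs were therefore among them, and their scores are not independent of the list. Among the 732 trusted Micro GCSs, N3E was slightly higher at higher scores. The 183 GCSs with the highest scores, 6.13 or more, had a median N3E of 11.4 (interquartile range 9.15 to 17.4), and the 183 with the lowest, 2.15 or less, a median of 10.7 (7.94 to 14.0). Pearson's r across GCSs was 0.151 (permutation test with 100000 resamples, two-sided, p = 8e-05), and Spearman's rho was 0.0967 (p = 0.00922 from the same permutation test). The fitted line rose by 0.780 units of N3E per unit of score, from 10.8 at a score of 0. The GCS in the Mu SGS had both the highest score, 13.3, and the highest N3E of the list. Without the 3 GCSs inside the Mu SGS, a comparison chosen after seeing the data, r was 0.0974 over 729 GCSs (permutation test, p = 0.00835). GCSs of one list are not independent replicates. Taking such a relation in each Topo-Seq experiment as evidence, the paper states that gyrase activity depends on the sequence of its DNA substrate. It also compared DNA fragments of different score in binding and activity assays with purified gyrase, which were not analysed here.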

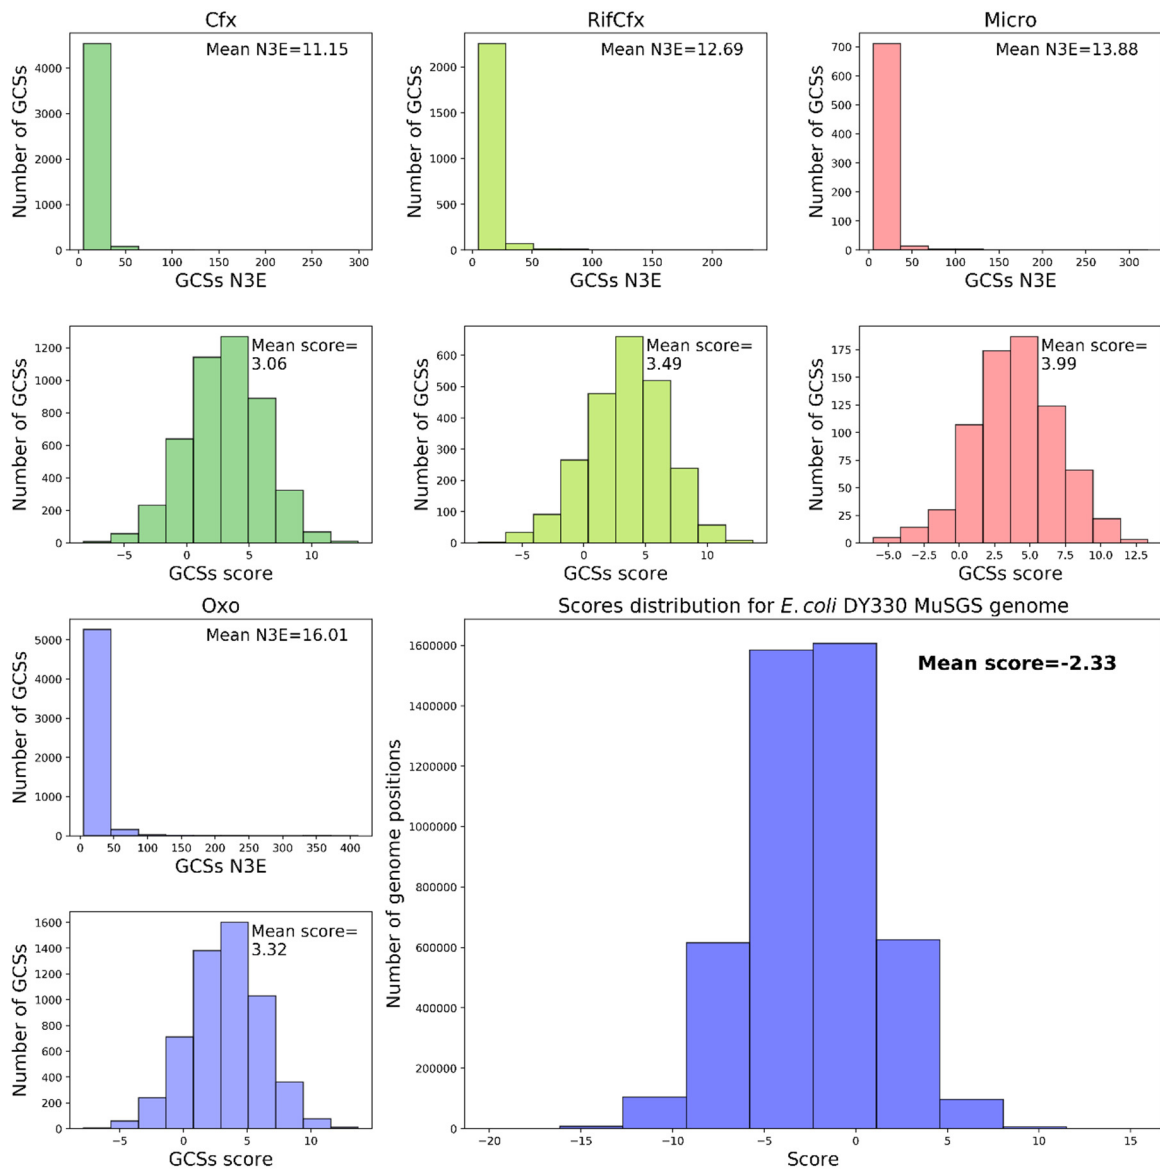

Supplementary Figure S7. **Comparison of GCSs sets obtained in all Topo-Seq experiments (Cfx, RifCfx, Micro, and Oxo).** For each GCSs set distributions of N3E values and scores are shown. Additionally, distribution of scores for *E. coli* W3110 Mu SGS genome is shown. Mean values are indicated on plots

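The trusted Micro GCSs had a mean N3E of 13.9 (SD over GCSs 15.5), a median of 10.6 and a mean score of 3.99 (SD 2.98), and 58 of them, or 7.92%, had a score below 0. The authors used these GCSs among others to build the motif, so high scores in this list are partly built in. The Mu SGS site ranked first, with an N3E of 321 in Micro and of 269, 234 and 195 in the Cfx, RifCfx and Oxo lists. It was followed by a GCS at 1172539 in ycfS (BAA35928), a conserved hypothetical gene, with an N3E of 126, and by one at 4382124 at the start of ecnA (BAE78150), the gene of the entericidin A lipoprotein, with an N3E of 121. The gene yifB (BAE77530) held a pair of them, at 3688139 and 3688127, with N3E of 105 and 81.5. In rffM (BAE77503), a gene of enterobacterial common antigen synthesis, the GCS at 3657840 had an N3E of 81.6. In aceB (BAE78016), the malate synthase gene of the glyoxylate shunt, the GCS at 4221726 had an N3E of 71.7. The other 3 of the 10 highest were in gcd (BAB96699, glucose dehydrogenase; N3E 58.3), cysG (BAE77922, siroheme synthesis; 50.4) and livJ (BAE77833, branched-chain amino acid transport; 43.9). Of these 10 GCSs, 9 lay inside a gene and 6 had a score above the mean of the list. The N3E of a trusted Micro GCS is the mean over the replicates that called it, of which replicate 3 had a higher dose and lacked the Mu SGS, so the order of these GCSs depends on which replicates called each. Pearson's r of log10 N3E between Micro replicates 1 and 2 was only 0.0292, over 18 GCSs in the part of the calls used. N3E is scaled within quartets, so levels of different conditions were not compared.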

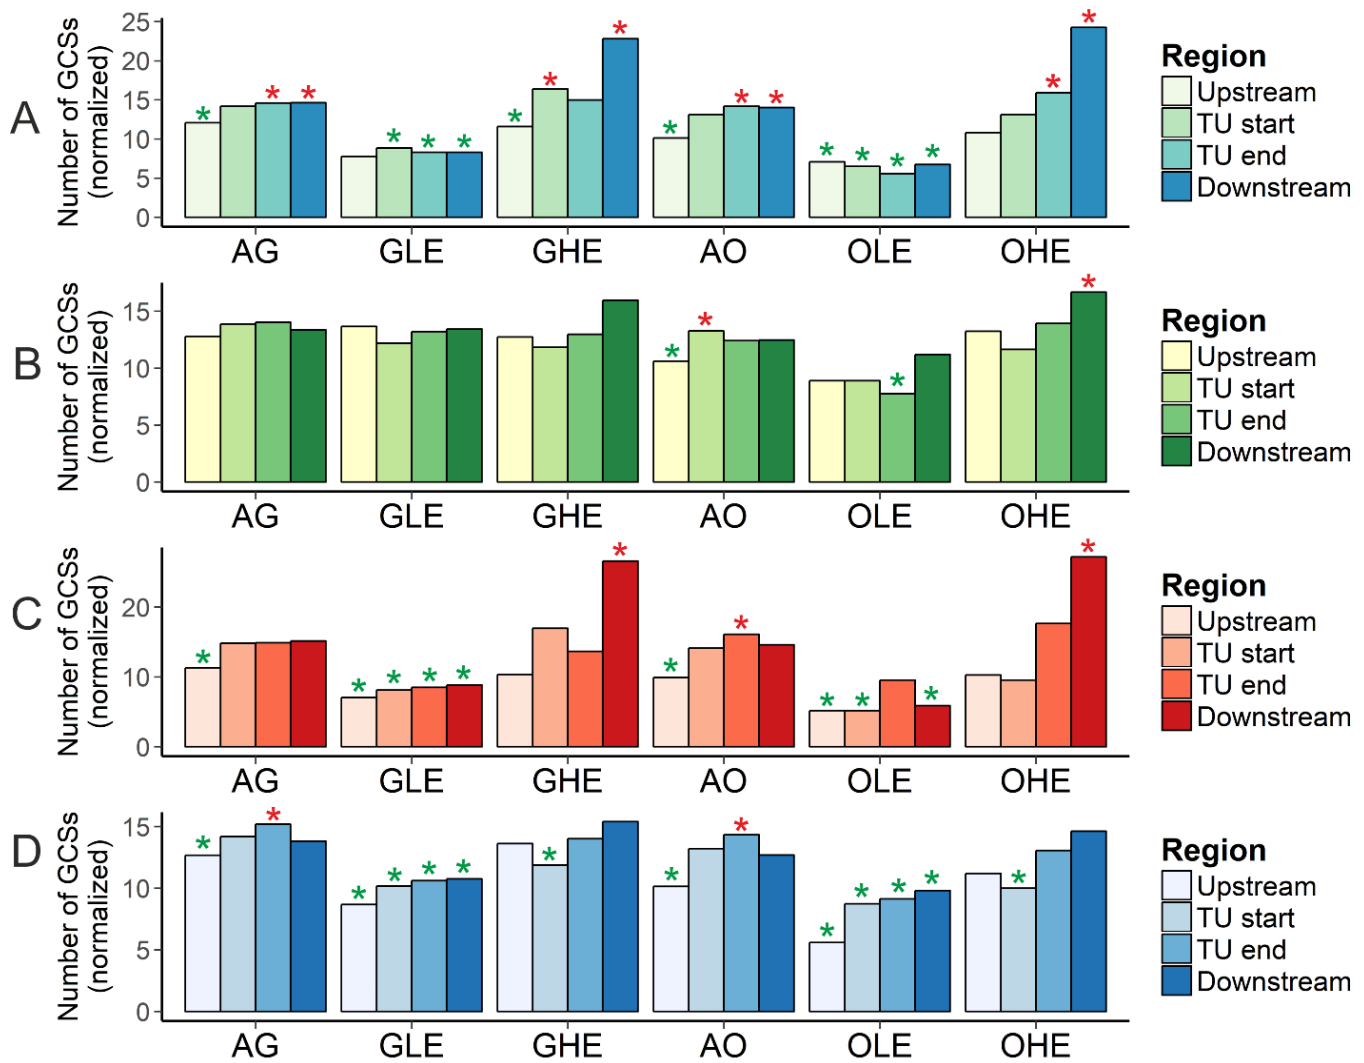

Supplementary Figure S8. **GCSs are associated with highly transcribed genes and accumulate at the ends of genes and downstream (DS) regions.** (A) Ciprofloxacin-mediated Topo-Seq. **AG** – all genes were analyzed (4240 genes), **GLE** – genes with low transcription level (379 genes with transcription level less than 0.95 units), **GHE** – genes with high transcription level (379 genes with transcription level more than 100 units), **AO** – all operons were analyzed (2330 operons), **OLE** – operons with low transcription level (194 operons with transcription level less than 1.36 units), **OHE** – operons with high transcription level (194 operons with transcription level more than 101 units). **Upstream** – upstream region, **TU start** – beginning of a transcription unit, **TU end** – end of a transcription unit, **Downstream** – downstream region. All regions have a constant length – 650 bp. Stars above the bars indicate statistically significant deviations in the number of GCSs (p-value<0.01). **Green stars** – regions with significantly lower GCSs than expected, **red stars** – significantly higher number of GCSs.

(B) Ciprofloxacin Topo-Seq after Rif treatment. Labelling is the same as above. (C) Micro Topo-Seq. (D) Oxo Topo-seq

To compare data for different antibiotics and genes sets number of GCSs for each case (antibiotic, TUs set, region) was normalized according to the formula  $n_{norm} = \frac{n \cdot 100000}{N \cdot G}$ , where  $n_{norm}$  – normalized number of GCSs,  $n$  – number of GCSs observed,  $N$  – total number of GCSs for the particular antibiotic,  $G$  – number of TUs in the set, 100000 – normalization constant.

Statistical test we used is based on the assumption that GCSs are distributed uniformly and the expected number of GCSs for a particular TUs set is proportional to the number of TUs in the set considered. Particular number of GCSs are tested with binomial test: number of successes is a number of GCSs, total number of events is an expected number of GCSs, probability of the success 0.25 (GCSs are expected to be distributed uniformly between four equal compartments – upstream, TU start, TU end and downstream).

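Micro GCSs lay mostly inside genes. Of the 732, 702 or 95.9% (95% Wilson interval 94.2 to 97.1%) fell in one of 4650 gene features of the deposited annotation, which cover 88.8% of the sequence outside the deletions of the strain. Between genes there were 30 GCSs against 81.7 expected, a ratio of 0.367 (exact binomial test, two-sided, p = 1.30e-11). Around the 4520 genes that do not overlap the deletions, the 650 bp upstream of the gene start held 376 GCSs against 464.5 expected (0.809). The start of the gene held 497, its end 487 and the 650 bp downstream 498. Only the upstream count departed from a uniform split over the 4 compartments (exact binomial test, adjusted p = 5.53e-06). The adjusted p was 0.115 for the start, 0.228 for the end and 0.115 downstream, from the same exact binomial test after Benjamini-Hochberg adjustment over the compartments. With regions of 300 bp the end of the gene was also higher, at 1.19 times its expected count (exact binomial test, adjusted p = 0.00382). By the formula of the legend, the normalised numbers were 11.4 upstream, 15.0 at the start, 14.7 at the end and 15.1 downstream. A GCS near several genes counts for each of them, so the 1858 counts tested come from only 732 GCSs. The test takes these counts as independent, so its p-values are likely too small. In short genes the start and end regions overlap or run past the gene. Transcription levels were not used here.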

Annotation of genes and operons for *E. coli* W3110 was obtained from DOOR database (NC\_007779(C)). Raw data for the number of GCSs associated with compartments was obtained with `Genome_intervals_analysis.py`, barplots were constructed with `GCSs_association_with_TUs_USUS_USGB_GBDS_DSDS_barplot.R`

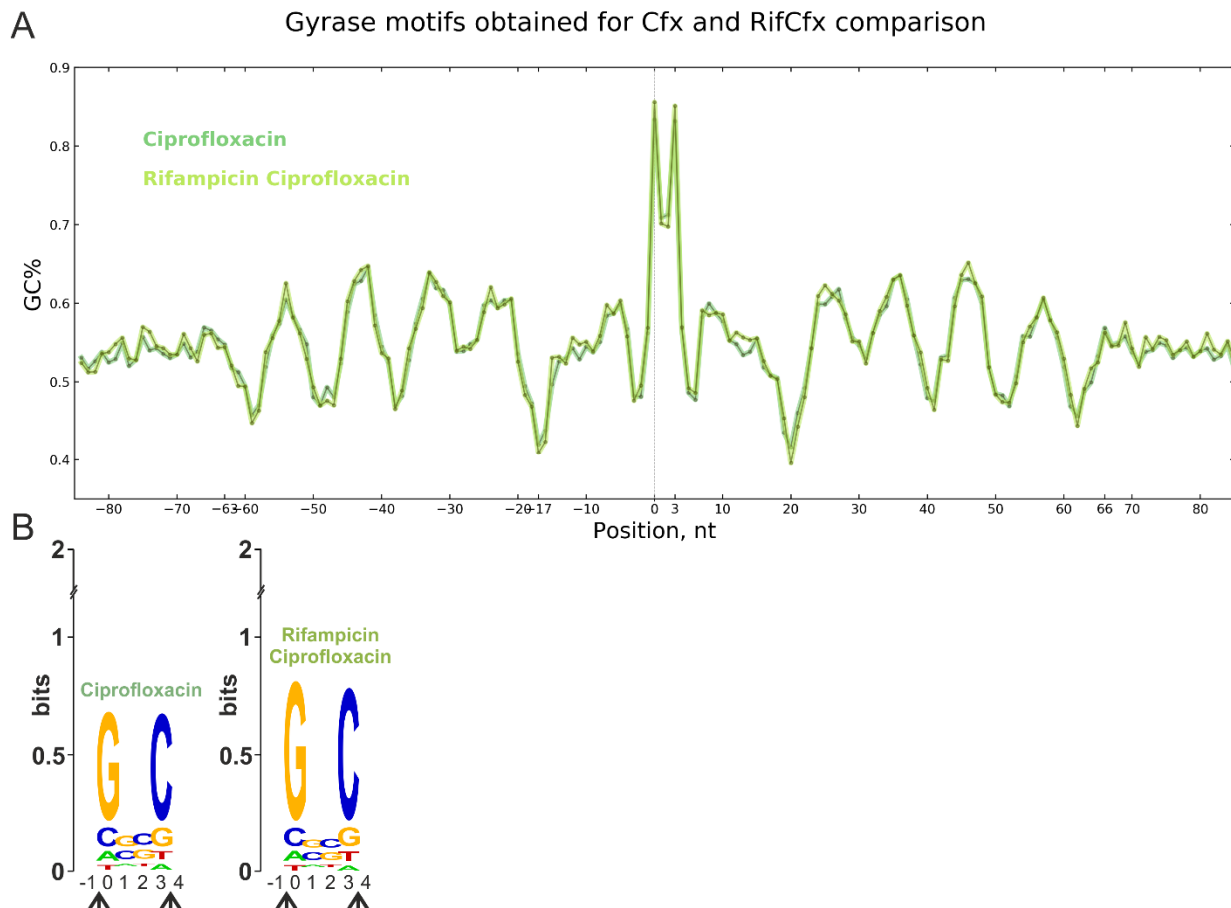

Supplementary Figure S9. **Comparison of DNA gyrase binding motifs obtained when Cfx and RifCfx conditions.** (A) DNA sequences under GCSs were extracted and aligned; resulting in extensive and symmetrical motif, shown as a plot of GC content, has a central region (-16:19 nt) containing cleavage site and two periodic regions (-63:-17 and 20:66 nt). (B) Logo representation of motif's central part around cleavage site. In the coordinates we use, DNA gyrase cleaves forward chain between -1 and 0 and reverse chain between 3 and 4 bp (cleavage events are indicated with arrows)

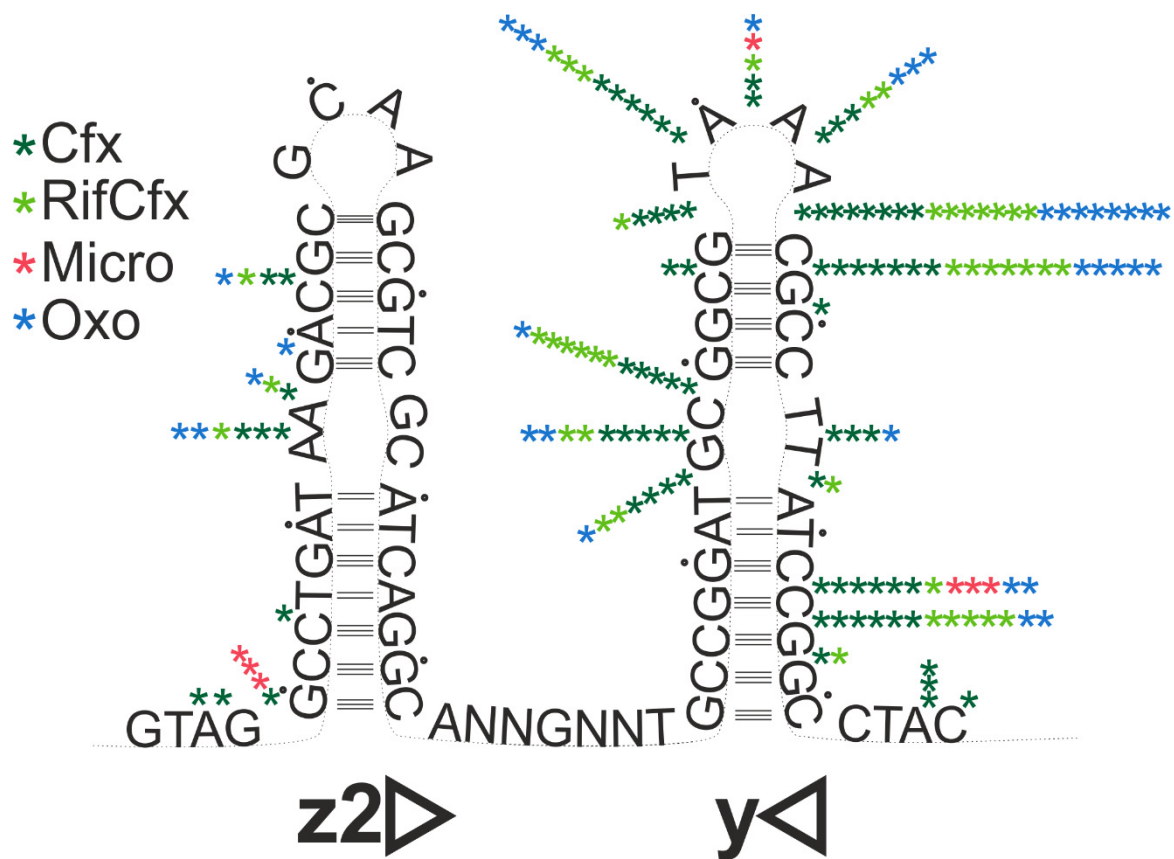

Supplementary Figure S10. **Distribution of gyrase-mediated cleavage events within schematic BIME-2 that consists of one z2 and one y REP.** 13 BIME-2s that contains at least 3 GCSs were annotated with REPs locations and types (**Supplementary Table DS5**). GCSs observed were positioned within these regions and schematic BIME-2 was constructed as a pair of convergent z2 and y REPs. REPs are shown as cruciforms, GCSs indicated as stars, color of stars corresponds to Topo-Seq condition when GCS was observed.

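Repetitive extragenic palindromes (REPs) form BIMEs of both classes, and GCSs were concentrated in BIME-2. The 263 BIME-2 intervals, 18252 bp in all, held 104 trusted Cfx GCSs against 18.7 expected from their length (5.56 times), 56 RifCfx GCSs against 9.51 (5.89 times), 55 Oxo GCSs against 22.1 (2.49 times) and 8 Micro GCSs against 2.96 (2.71 times). The interval between tldD (a predicted peptidase gene) and yhdP, from 3393054 to 3393361, held the most, with 35 Cfx, 13 RifCfx, 10 Oxo and 3 Micro GCSs. It carried 114 Cfx GCSs per kb, where the whole genome carried 1.03. Between eco (ecotin, a protease inhibitor) and mqo (malate dehydrogenase), from 2308874 to 2309528, there were 11 Cfx, 7 RifCfx, 5 Oxo and 2 Micro GCSs. Between sucB and sucC, genes of the citric acid cycle, the interval from 764307 to 764473 held 6 Cfx, 4 RifCfx and 5 Oxo GCSs. Between aceA and aceK, genes of isocitrate lyase and isocitrate dehydrogenase kinase, 8 Cfx, 2 RifCfx and 2 Oxo GCSs lay from 4223149 to 4223280. In all, 11 intervals held at least 3 GCSs in a condition (18 when summed over conditions), the former including those between iscR and yfhQ, nrdA and nrdB, araD and araA, and rhaA and rhaD. Most intervals held none, since 29 had a Cfx GCS, 24 an Oxo, 19 a RifCfx and 5 a Micro GCS. The exact binomial test, two-sided and adjusted over the 8 comparisons, gave adjusted p = 6.42e-42 for Cfx, 1.88e-24 for RifCfx, 7.68e-09 for Oxo and 0.0216 for Micro. In the 78 BIME-1 intervals, 3 Cfx, 1 RifCfx, 4 Oxo and 0 Micro GCSs did not pass the test against 9.01, 4.58, 10.7 and 1.42 expected (exact binomial test, adjusted p = 0.0581, 0.115, 0.0581 and 0.413). The tldD-yhdP interval held 33.7% of the Cfx and 23.2% of the RifCfx GCSs in BIME-2, and 18.2% for Oxo and 37.5% for Micro. Without it the excess in BIME-2 was 3.75 times for Cfx, 4.60 times for RifCfx and 2.07 times for Oxo. These still passed the exact binomial test. The Micro excess was then 1.72 times and no longer passed the exact binomial test (adjusted p = 0.255). Counts per interval are those of Table DS3, the GCSs of 1 interval are not independent, and the conditions share control libraries.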

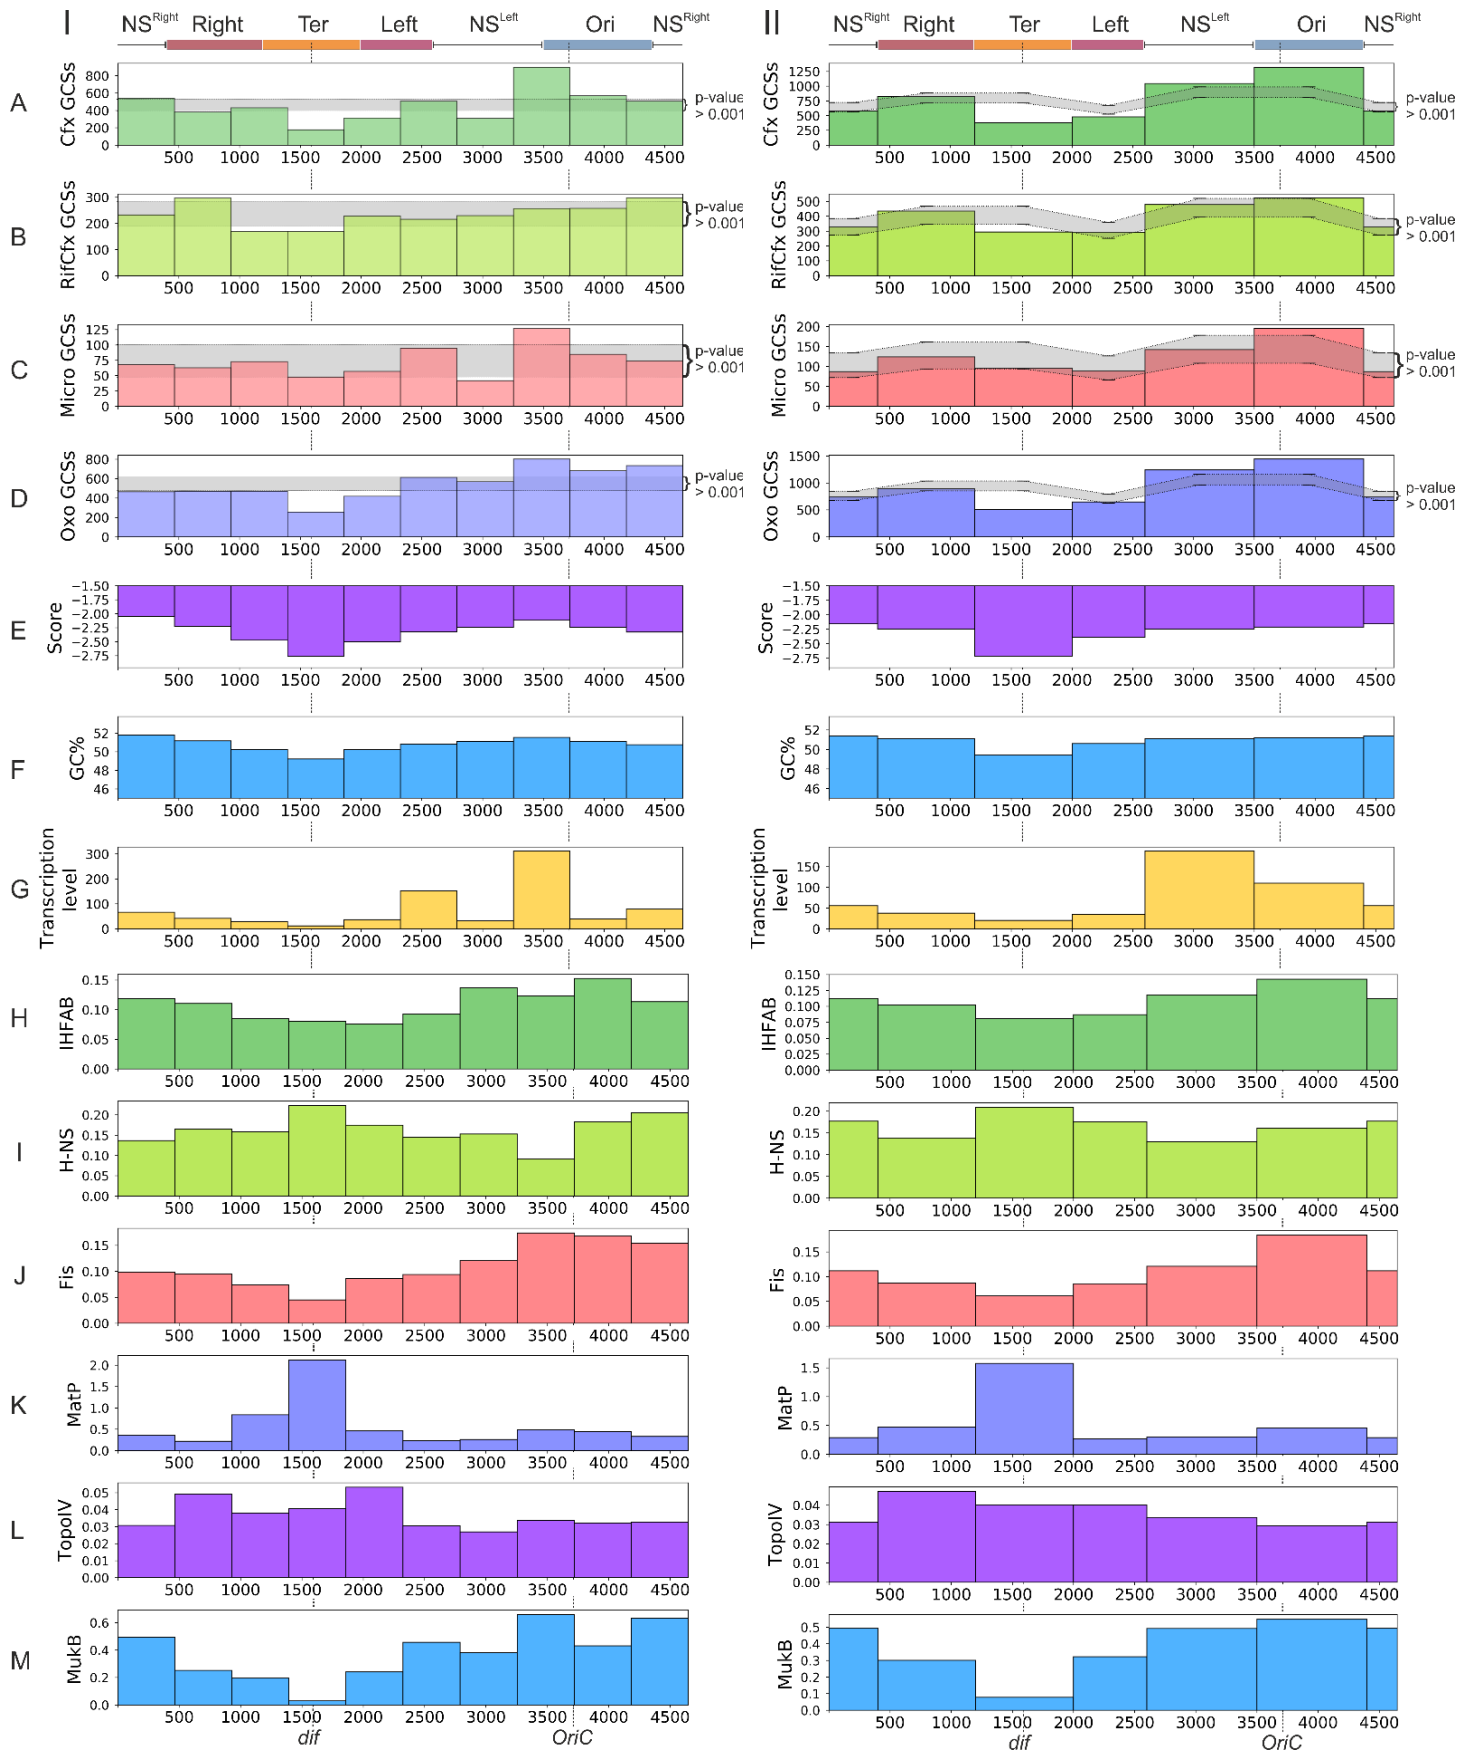

Supplementary Figure S11. **Global distribution of DNA gyrase, sequence score, transcription activity, and NAPs binding. I.** On all the plots beneath genome was split into 10 non overlapping bins and for each bin corresponding parameter was calculated. **II.** Genome was split into chromosomal macrodomains according to Valens et al., 2004 (1) and their boundaries were corrected for *E. coli* W3110 Mu SGS as discussed in Duigou, 2017 (2). **(A-D)** Distribution of GCSs revealed by Topo-Seq in the presence of Cfx, Rif and Cfx (RifCfx), Micro, and Oxo respectively. 0.999 confidential interval is shown as a light grey zone,

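Along the chromosome in 10 bins of equal width, Micro GCSs were densest in bin 8, from 3253219 to 3717963, which holds the rRNA operons A, B, C and D. It had 127 GCSs against 75.2 expected from its length (1.69 times; exact binomial test, two-sided, adjusted p = 5.61e-08). Bin 6 (2323728 to 2788472) was also higher, at 1.26 times its expected number. Bins 7 and 5 were lower, with 0.558 times in bin 7 (2788473 to 3253218, adjusted p = 9.31e-05 from the exact binomial test) and 0.758 times in bin 5. Bin 4 (1394237 to 1858982), in the terminus region, had 48 GCSs, 0.638 times its expected number (exact binomial test, adjusted p = 0.00209). The adjusted p was 0.0486 for bins 5 and 6 from the exact binomial test, and the other 5 bins did not pass it. With the full reference length bin 5 was at 0.779 and no longer passed (exact binomial test, adjusted p = 0.0967). When the 5 kb downstream of each rRNA operon were left out, chosen after seeing the data, bin 8 had 80 GCSs against 66.0 expected (exact binomial test, p = 0.0796).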

number of GCSs in each bin set to be binomial (null hypothesis - GCSs are distributed uniformly with the probability of GCS to fall into particular bin to be proportional to the width of the bin). **(E)** Gyrase binding motif score calculated for *E. coli* W3110 Mu SGS genome. **(F)** GC% of *E. coli* W3110 Mu SGS genome. **(G)** Transcription level over *E. coli* W3110 Mu SGS genome calculated as a coverage depth for RNA-Seq experiment (3). **(H)** IHF binding over the genome (binding sites detected for both IHF A and IHF B polypeptides), data taken from Prieto et al, 2012 (4). **(I)** H-NS binding over the genome, data taken from Kahramanoglou et al, 2010 (5). **(J)** Fis binding over the genome, data taken from Kahramanoglou et al, 2010 (5). **(K)** MatP binding over the genome, data taken from Nolivos et al., 2016 (6). **(L)** TopoIV cleavage over the genome, data taken from Sayyed et al., 2016 (7). **(M)** MukB binding over the genome, data taken from Nolivos et al., 2016 (6).

For IHFAB, H-NS, and Fis y-axis indicates a proportion of a genomic bin, which is covered with corresponding binding sites. For MatP, TopoIV, and MukB this proportion is weighted using fold enrichment data available for every binding region of these NAPs (for details see [Topo-seq project on GitHub](#) script `GCSs_transcription_score_GC_distributions_throughout_genome.py`).

**NS<sup>Right</sup>** – right non-structured region; **Right** – right macrodomain; **Ter** – terminator domain; **Left** – left macrodomain; **NS<sup>Left</sup>** – left non-structured region; **Ori** – origin domain. Positions of *OriC* and *dif* are indicated by dashed marks. 

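Trusted GCSs were fewest for their length in Ter, the macrodomain of the replication terminus (1200001 to 2000000 in W3110 Mu SGS). Ter held 380 Cfx GCSs, 0.472 times the number expected from its length, and 0.536 times for Oxo, 0.721 times for RifCfx and 0.747 times for Micro. Ori, around the replication origin (3500001 to 4400000), was higher in each condition, at 1.43 times for Cfx, 1.34 times for Micro, 1.32 times for Oxo and 1.12 times for RifCfx. The Left macrodomain was lower for Cfx (0.779 times) and Oxo (0.891 times), and the left non-structured region higher for Cfx (1.13 times) and Oxo (1.14 times). The right non-structured region was higher for RifCfx (1.15 times) and Oxo (1.12 times). In the Right macrodomain no condition passed the test. For Micro, the ratio was 0.916 in Left and 0.974 in the left non-structured region, neither past the test. The exact binomial test, two-sided and adjusted over the 24 comparisons, gave adjusted p = 2.79e-71 in Ter and 8.26e-44 in Ori for Cfx. For Micro it gave adjusted p = 0.00278 in Ter and 2.78e-05 in Ori, by the same exact binomial test. For RifCfx the adjusted p was 5.13e-10 in Ter and 0.00905 in Ori, also from the exact binomial test. With the boundaries of the MG1655 part of Table DS2, the Oxo ratios of 0.994 in Left and 0.969 in the right non-structured region did not pass the test; for Left, the left non-structured region and Ori these boundaries depart from the MG1655 list in the same table. With the full reference length the right non-structured region did not pass for RifCfx (0.9997) or Oxo (0.978). Counts are those of Table DS2, and the Micro counts were recounted from the list of sites; whether conditions differ from each other was not tested.

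**Figure D4:**
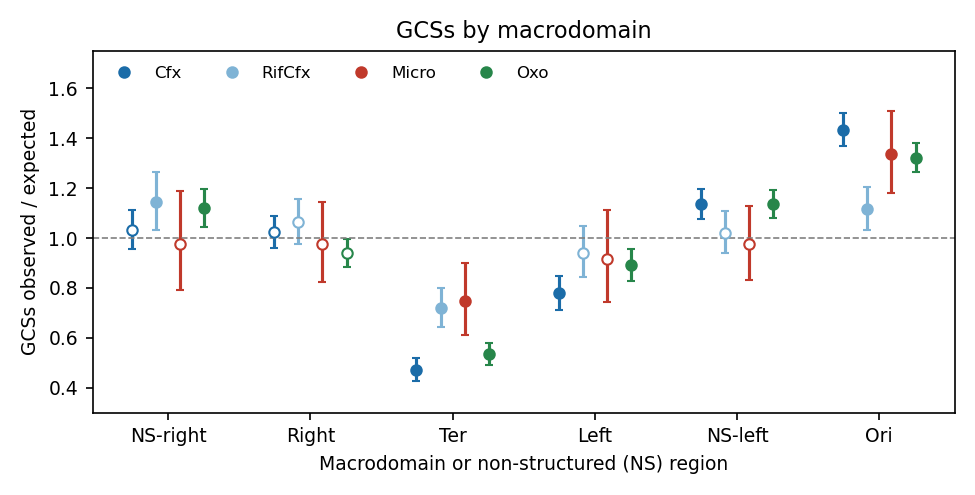
Ratio of observed to expected GCSs in each macrodomain and non-structured (NS) region for Cfx, RifCfx, Micro and Oxo. Bars are 95% exact binomial intervals, filled points are past the test at an adjusted p of 0.05, and the dashed line is the ratio expected from length; Ter lies below it and Ori above it in each condition.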

Transcription data obtained from Incarnato et al., 2017 (3)

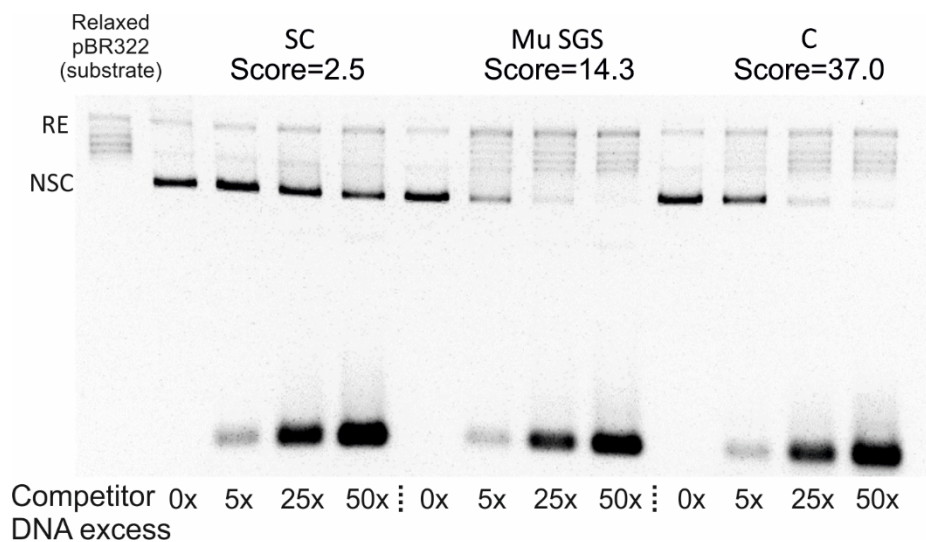

Supplementary Figure S12. **Competition between relaxed pBR322 plasmid and 133 bp linear DNA fragments having different score for interaction with DNA gyrase.** SC - scrambled consensus, Mu SGS - strong gyrase binding site from bacteriophage Mu, C - consensus sequence. RE - relaxed state of the pBR322 plasmid, NSC - negatively supercoiled state of the plasmid.

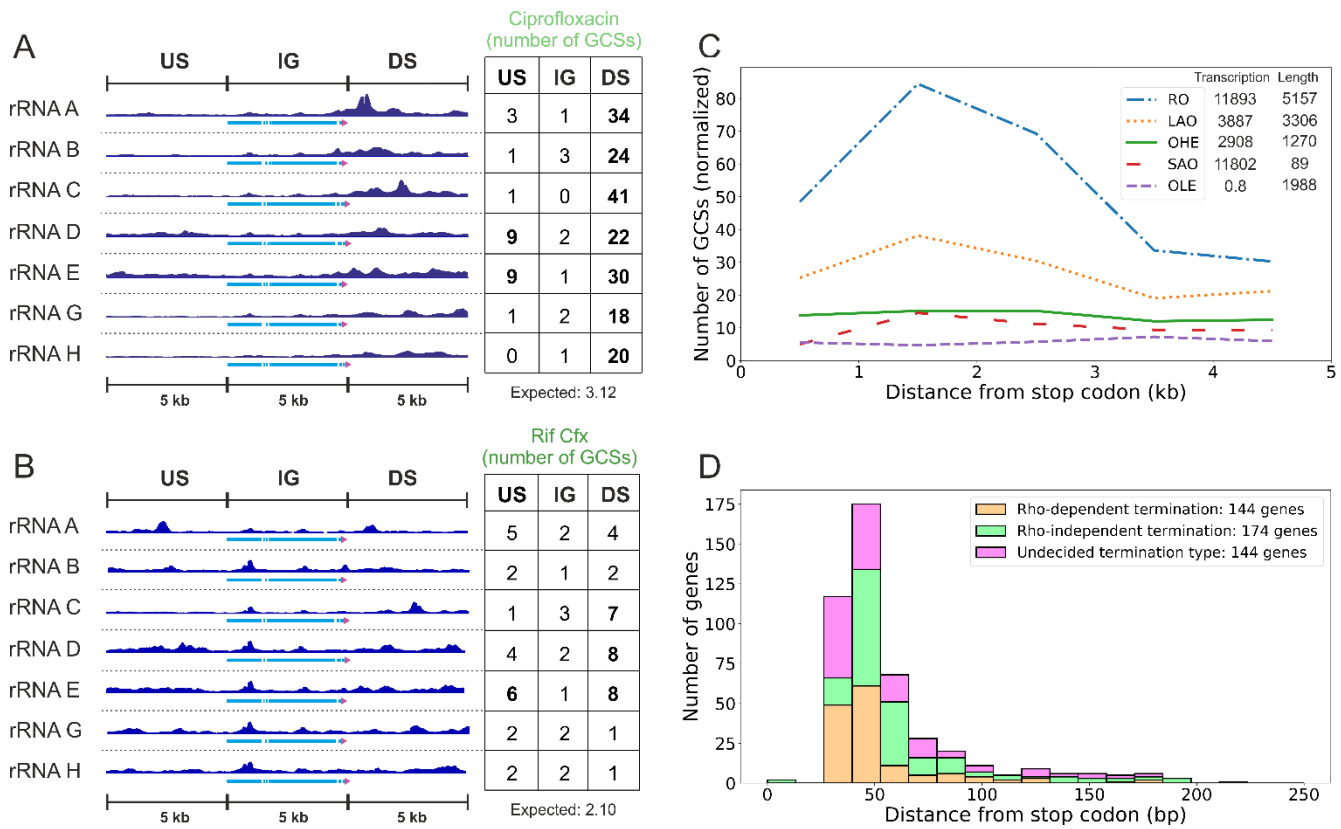

Supplementary Figure S13. **Association of GCSs with downstream regions of active and long operons.** (A) Enrichment of GCSs in downstream (DS) regions of rRNA operons revealed by Topo-Seq with Cfx. Coverage depth of the regions containing operons are shown on the left. Amounts of GCSs in upstream (US), operon bodies (IG) and DS are summarized in the table on the right. Numbers that are significantly exceeded expected values are in bold (binomial test,  $p$ -value<0.01). (B) The same as in (A) for RifCfx Topo-Seq. (C) Localization of GCSs (GCSs observed in any of the Topo-Seq conditions) in DS regions of operons. RO - rRNA operons (7 operons), LAO - long and active operons (27 operons), OHE - operons with high transcription level (186 operons), SAO - short and active operons (27 operons), OLE - operons with low transcription level (186 operons). For each set of operons mean transcription level and mean length are indicated. Number of GCSs was normalized on the number of operons and the total number of GCSs. (D) Distribution of distances from gene stop codon to the actual site of transcription termination for different types of transcription terminators: Rho-dependent (144 genes), Rho-independent (174 genes), or of undecided type (144 genes). Data from Dar & Sorek, 2018 (8).

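Downstream of rrnH (228876 to 233875, the 5 kb beyond the operon) there were 35 trusted Cfx GCSs, against 5.13 expected in 5 kb, and 3 RifCfx GCSs, against 2.60 expected. The operon body held 3 Cfx GCSs and the 5 kb upstream 1. In the single replicates, 45, 70 and 22 GCSs were called downstream of rrnH with Cfx, and 8, 2 and 3 with RifCfx. RifCfx GCSs downstream of the other operons numbered 10 at rrnC, 7 at rrnD, 3 at rrnA, 2 at rrnB and 2 at rrnG. Those at rrnC are closely spaced and form 4 groups within 10 bp. The GCS with the highest N3E downstream of rrnA, at 3596175 in mobA, had an N3E of 121 with RifCfx. Upstream of rrnA there were 11 RifCfx GCSs and upstream of rrnD 7. Over these 6 operons the RifCfx GCSs numbered 27 downstream, 25 upstream and 11 in the operons, against 15.6 expected in the downstream regions. The counts were made on the lists of trusted GCSs in part, the first 1997 of 4635 for Cfx and the first 1997 of 2355 for RifCfx by coordinate, up to 2478568 and 4088198, so only rrnH was counted for Cfx, rrnE was not counted for RifCfx, and no test was run. From the relocation of GCSs after rifampicin the paper concludes that active gyrase moves when transcription is inhibited, and it proposes that transcription attracts gyrase to downstream DNA.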

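With Micro, whose list of trusted GCSs was used whole, the 5 kb downstream of the 7 rRNA operons held 66 GCSs against 5.67 expected, 11.6 times as many. Downstream of rrnC (3685984 to 3690983) there were 21, the most of the operons, and their highest N3E belonged to the yifB GCS named for Fig. S7. Downstream of rrnE (4217872 to 4222871) there were 11, downstream of rrnB 10, of rrnD 9, of rrnA 7, of rrnH 5 and of rrnG 3. Upstream of the operons there was 1 GCS, at rrnD, and inside the operons there was none, against 5.79 expected. The exact binomial test, two-sided and adjusted over the 3 parts, gave adjusted p = 8.63e-47 downstream, 0.00831 inside and 0.0525 upstream. Closely spaced GCSs make up much of the rrnC count, since with GCSs within 10 bp counted once it fell to 8 groups. In that count rrnC was no longer the highest, with 10 groups at rrnB and 9 at rrnE. Over all operons 50 groups remained downstream, 9.44 times the expected number (exact binomial test, adjusted p = 1.97e-31, chosen after seeing the data). Downstream of rrnH, 17 Oxo GCSs were found against 6.06 expected, in the first 1997 of 5478 trusted Oxo GCSs, up to 2255664. With regions of 2 kb and 10 kb the ratio was 15.4 and 6.79 downstream and 0.441 and 0.706 upstream, against 0.176 upstream with 5 kb. The rRNA genes of these operons are nearly identical, and how reads matching several copies were treated is not given in the sources used here.

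**Figure D5:**
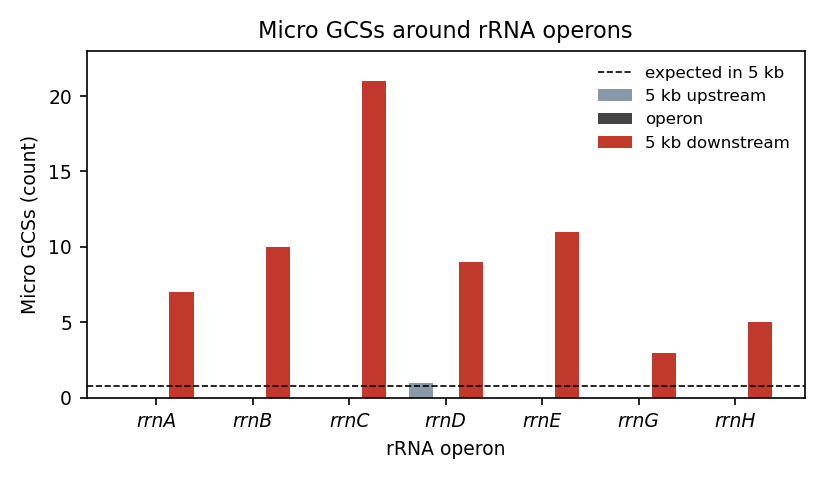
Number of Micro GCSs in the 5 kb upstream, in the body and in the 5 kb downstream of each rRNA operon. The dashed line is the 0.810 GCSs expected in 5 kb; rrnC has 21 downstream and rrnG 3.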

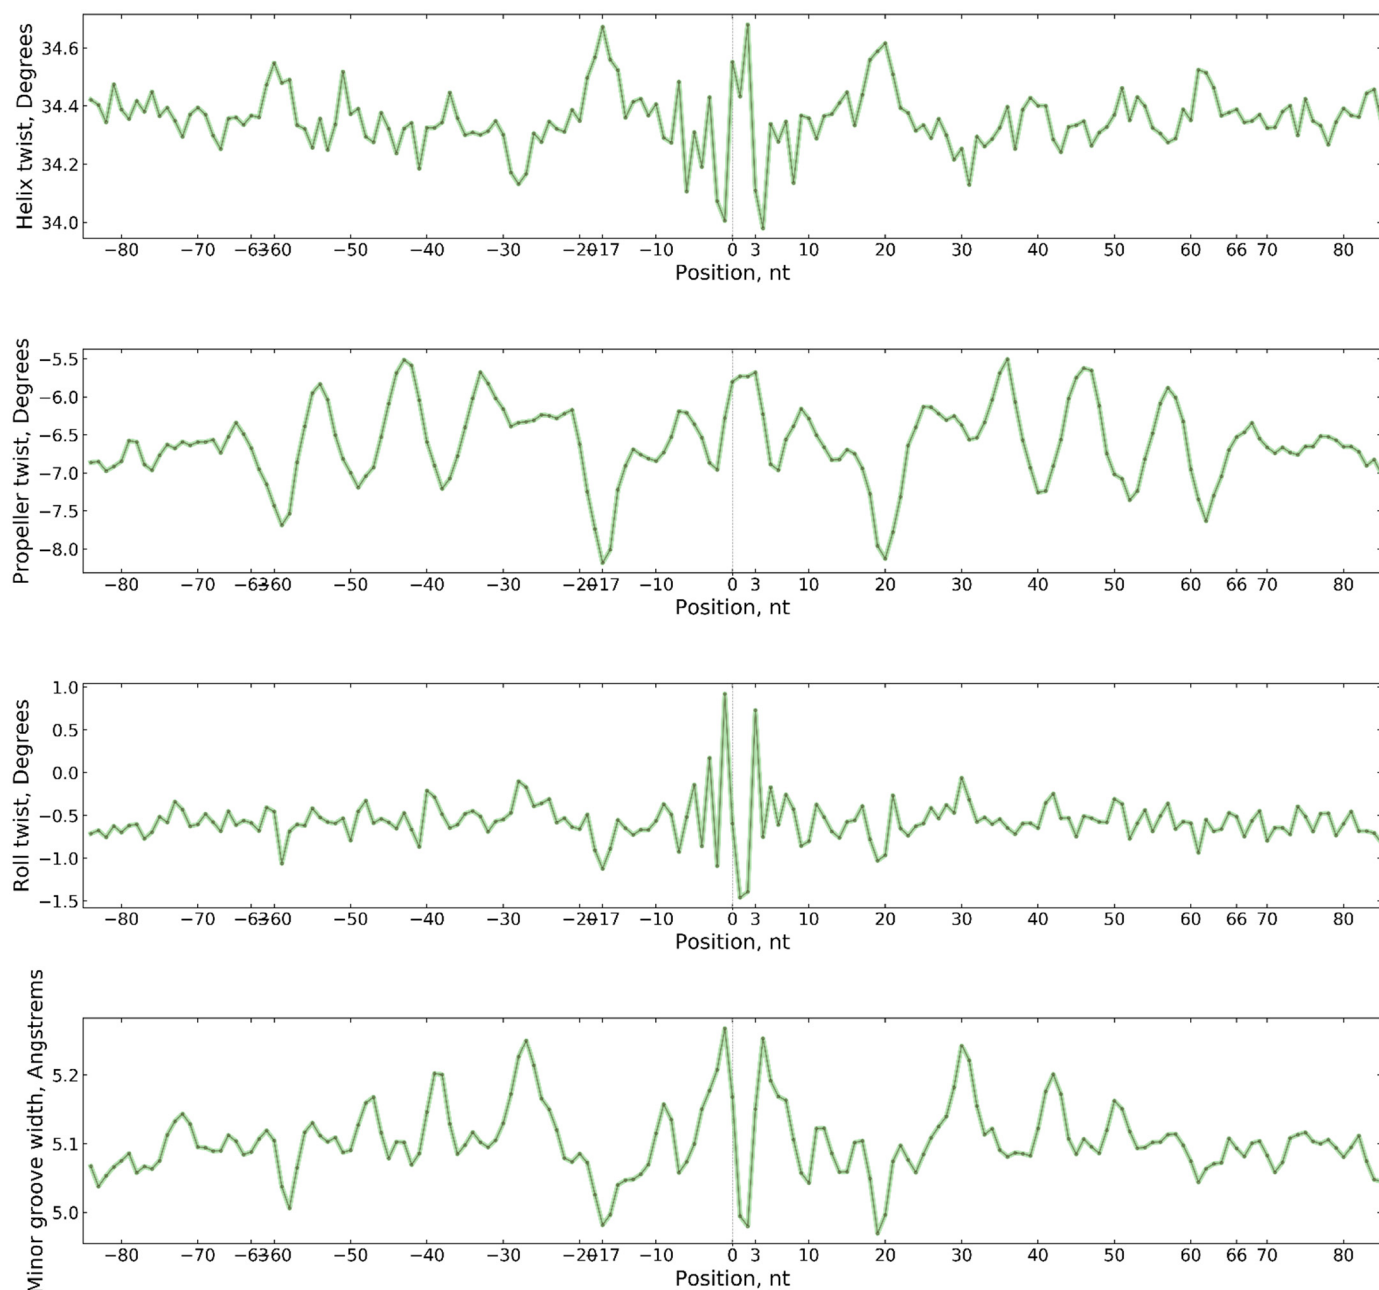

Supplementary Figure S14. **DNA geometry underlies indirect readout of DNA by the DNA gyrase.** Several DNA geometry parameters (helix twist, propeller twist, roll twist, minor groove twist) were calculated for 1828 sequences used to construct a “combined motif”. Geometry data were obtained from GBshape database (9). Central part of the motif was not de-biased at drug-dependent positions (0-3 bp).

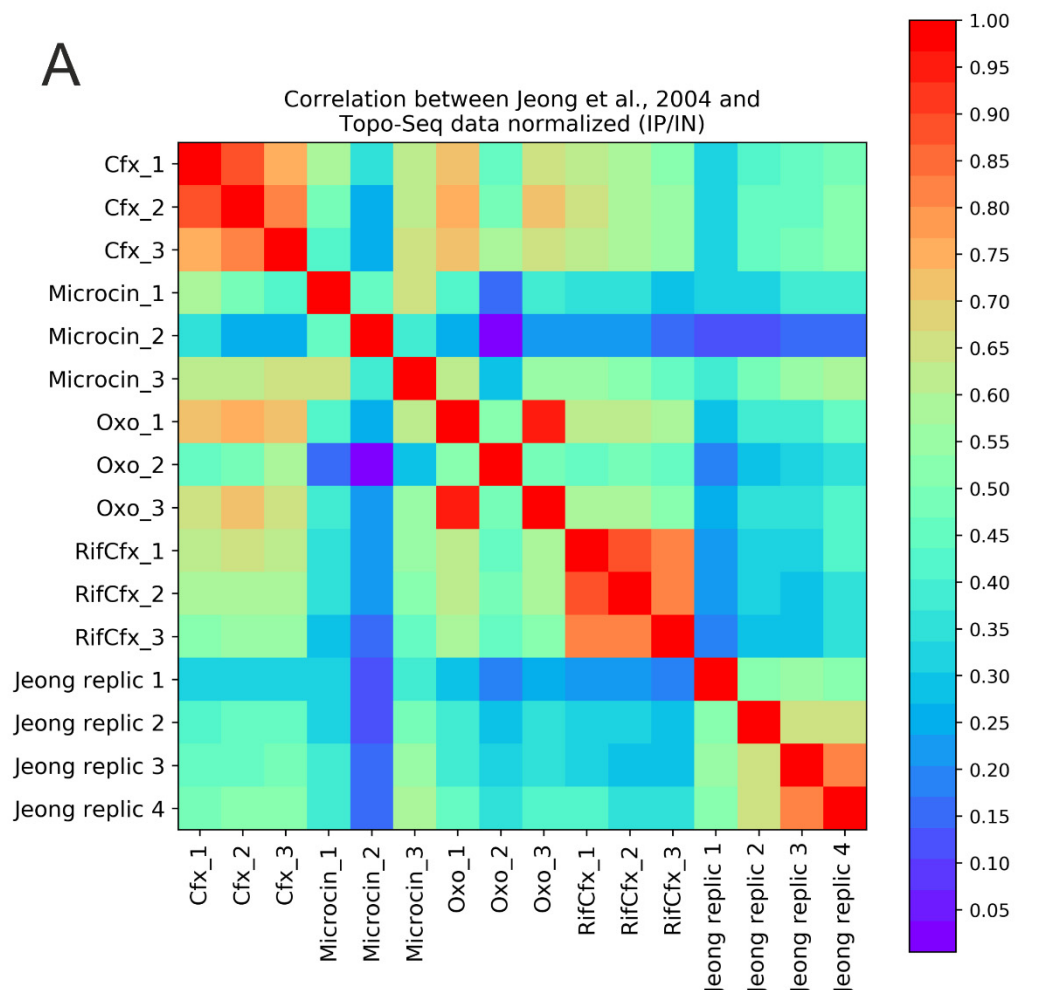

Supplementary Figure S15. **Correlation and correspondence between gyrase binding data (Jeong et al., 2004 (10)) and Topo-Seq data.** (A) Heatmap represents the Pearson correlation coefficients calculated between 4 replicas of Jeong et al., 2004 gyrase binding data and all replicas of Topo-Seq. (B) Binding of DNA gyrase to the *E. coli* W3110 chromosome according to Jeong et al., 2004 smoothed with a 200-kb sliding window. (C) Coverage depth over the *E. coli* W3110 genome in Topo-Seq experiments, smoothed with a 200-kb sliding window. (D) DNA gyrase cleavage data across *E. coli* W3110 genome, smoothed with a 200-kb sliding window.

Details of data analysis are described on the next page.

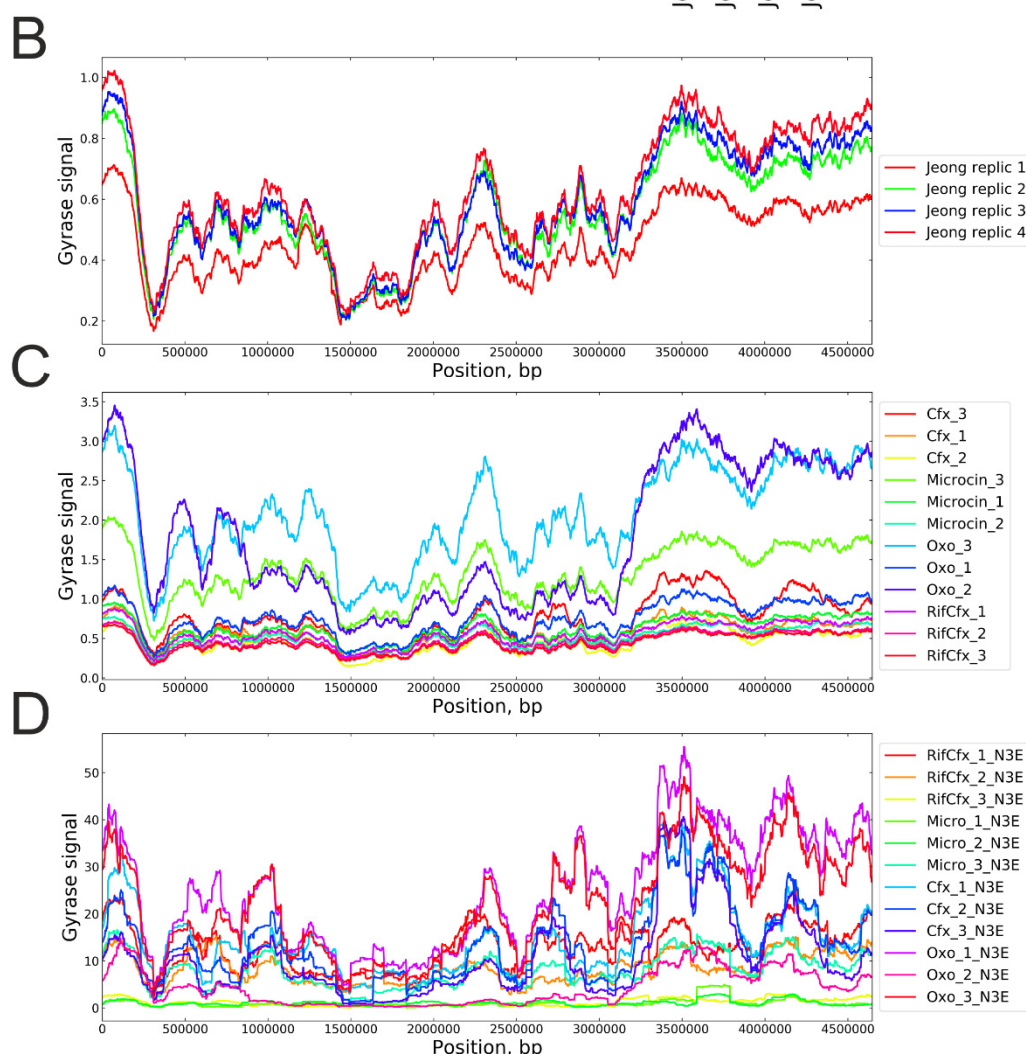

The analysis was performed on a set of 2315 genes, which were found to have common names for both Jeong et al., 2004 data annotation (Supplementary data, GyrA binding in WT, annotation for *E. coli* K-12 MG1655) and *E. coli* W3110 genome annotation we use.

- Jeong et al., 2004 ChIP-chip data have gene resolution and represent a ratio of gyrase IP DNA signal to genomic DNA signal for each gene.
- Topo-Seq raw coverage depth data have a single-base resolution and obtained for gyrase IP and mock DNA separately.
- Topo-Seq GCSs data represent single-base signals (correspond to gyrase cleavage sites), which are already normalized on signals from mock control.

To make Topo-Seq raw coverage depth data comparable with data by Jeong et al., firstly, they were gene-binned by calculating mean coverage depth for each gene. Secondly, values obtained for IP sample were divided by corresponding values for IN samples. Obtained ratios were correlated with Jeong's data, giving heatmap (A).

Similarly, Topo-Seq GCSs data was also gene-binned - a gene signal was calculated as a sum of GCSs' N3Es which fall within a gene.

Genome tracks (B)-(D) were constructed with equal-format data as following:

- 1) Gene-binned data was deconvoluted back to get some signal for every genome position. For this, genome positions covered with a gene having a signal got a signal equal to the overall gene signal.
- 2) Gene order was set as in *E. coli* W3110.
- 3) Data obtained was smoothed by averaging sliding window 200 kb wide.

Thus, "Gyrase signal" for the plot (B) is an averaged ratio between gyrase IP and mock DNA chip signals for genes. "Gyrase signal" for plot (C) is an averaged ratio between gyrase IP and mock DNA coverage depths for genes. "Gyrase signal" for plot (D) is an averaged gyrase cleavage signal calculated for genes.

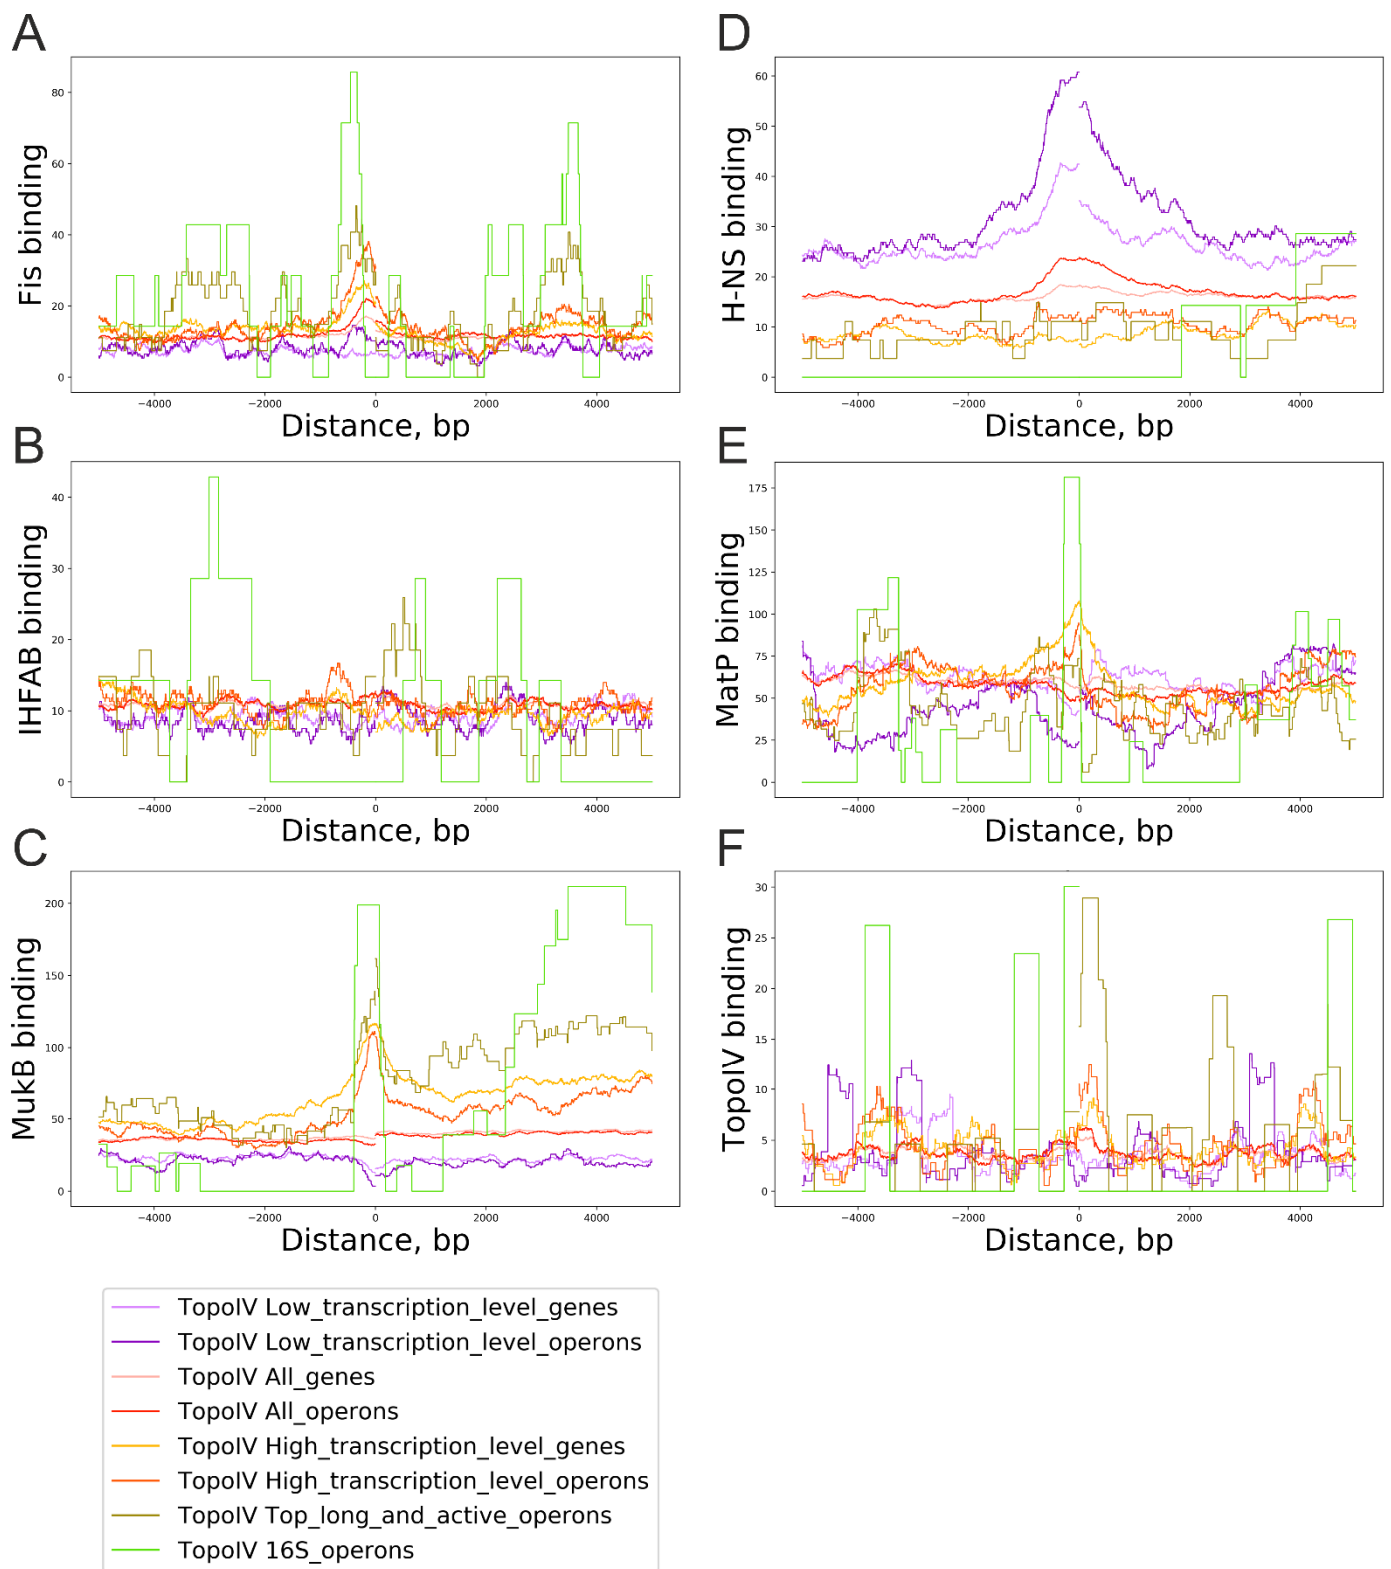

Supplementary Figure S16. **Association of NAPs with upstream and downstream regions of transcriptional units.** Start and stop codons correspond to position 0. Upstream region is on the left of 0, downstream is on the right. TUs sets which were used in the analysis are the same as for Figure S8 and Figure S13: All genes (4121 TUs); All operons (2328 TUs); High transcription level genes (370 TUs); High transcription level operons (186 TUs); Low transcription level genes (370 TUs); Low transcription level operons (186 TUs); Top long and active operons (27 TUs); 16S operons (7 TUs). Upstream and downstream regions were aligned relative to the position of start and stop codons, respectively, and an overall signal was calculated. Signal was divided on the number of TUs in a set and multiplied by 100.

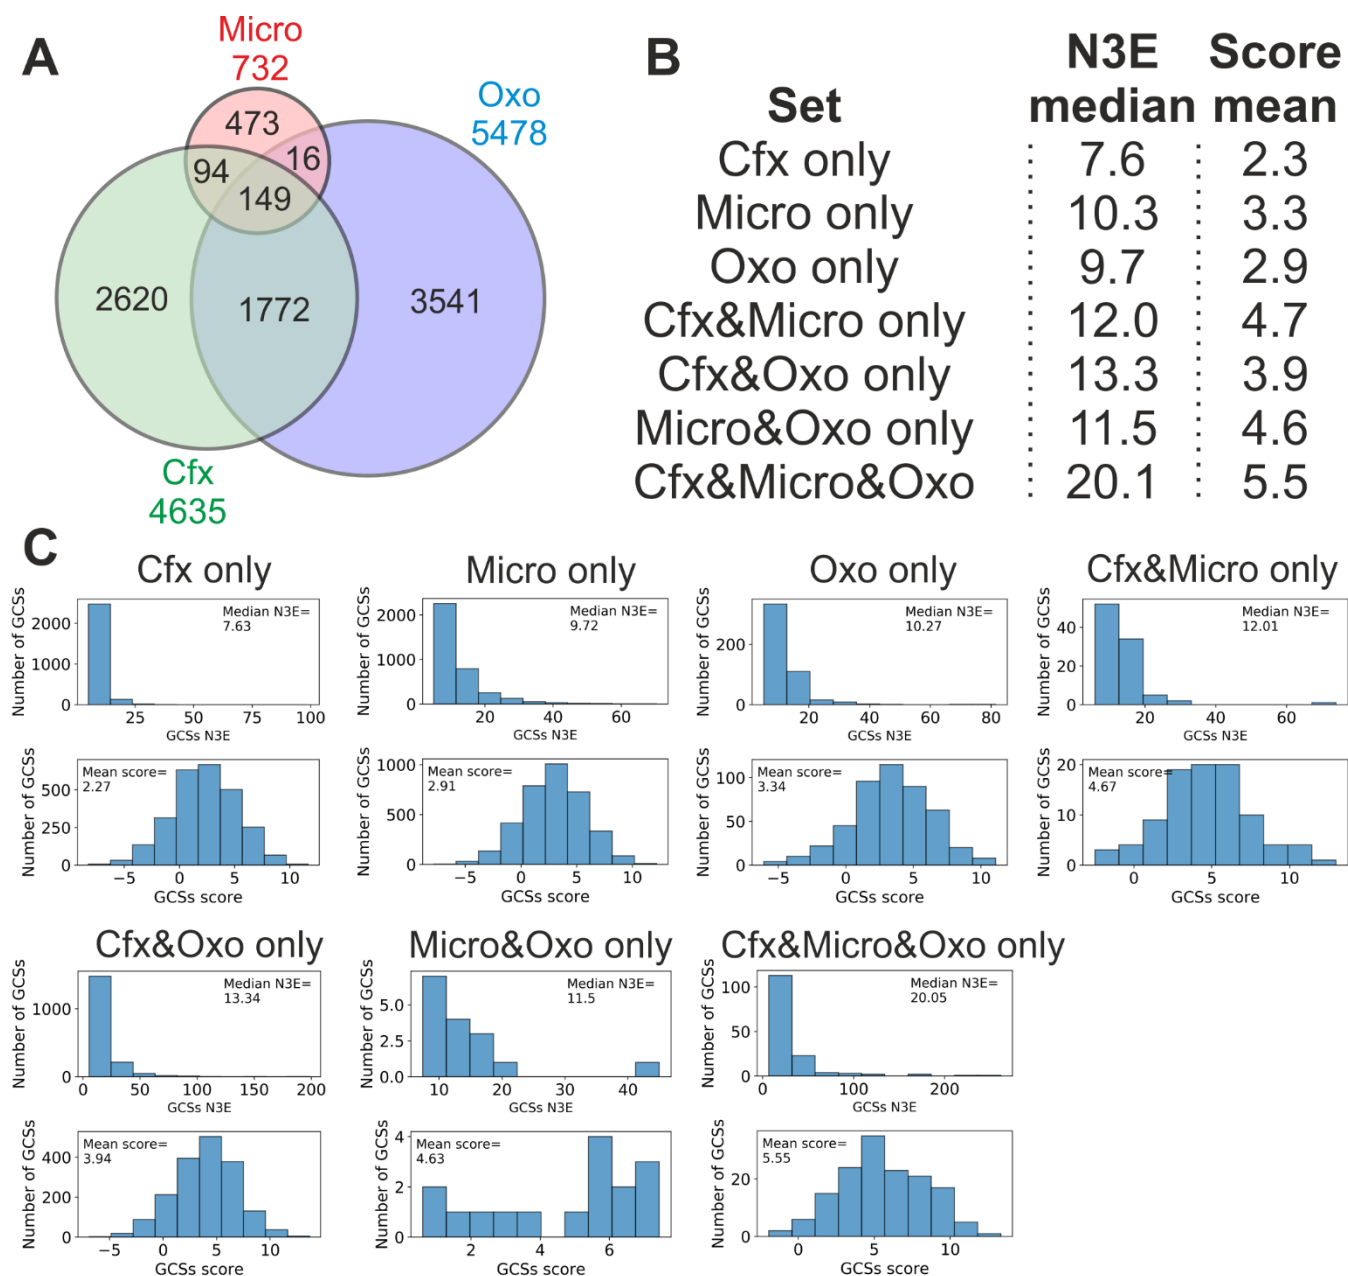

Supplementary Figure S17. **Cleavage sites simultaneously revealed by several poisons have higher signals (N3E) and have high scores.** (A) Venn diagram representation of the relations between GCSs sets obtained with different gyrase poisons (same as **Fig. 3A**). (B) Comparison of N3E medians and score means for different subsets of GCSs. (C) Distributions of N3E and score for different subsets of GCSs.

## REFERENCES

1. Valens M., Penaud S., Rossignol M., Cornet F. and Boccard F. (2004) Macrodomain organization of the *Escherichia coli*. *EMBO J.*, **23**, 4330–4341.
2. Duigou S. and Boccard F. (2017) Long range chromosome organization in *Escherichia coli*: The position of the replication origin defines the non-structured regions and the Right and Left macrodomains. *PLoS Genet.*, **13**.
3. Incarnato D., Morandi E., Anselmi F., Simon L.M., Basile G. and Oliviero S. (2017) In vivo probing of nascent RNA structures reveals principles of cotranscriptional folding. *Nucleic Acids Res.*, **45**, 9716–9725.
4. Prieto A.I., Kahramanoglou C., Ali R.M., Fraser G.M., Seshasayee A.S.N. and Luscombe N.M. (2012) Genomic analysis of DNA binding and gene regulation by homologous nucleoid-associated proteins IHF and HU in *Escherichia coli* K12. *Nucleic Acids Res.*, **40**, 3524–3537.
5. Kahramanoglou C., Seshasayee A.S.N., Prieto A.I., Ibberson D., Schmidt S., Zimmermann J., Benes V., Fraser G.M. and Luscombe N.M. (2011) Direct and indirect effects of H-NS and Fis on global gene expression control in *Escherichia coli*. *Nucleic Acids Res.*, **39**, 2073–2091.
6. Nolivos S., Upton A.L., Badrinarayanan A., Muller J., Zawadzka K., Wiktor J., Gill A., Arciszewska L., Nicolas E. and Sherratt, D. (2016) MatP regulates the coordinated action of topoisomerase IV and MukBEF in chromosome segregation. *Nat. Commun.*, **7**.
7. El Sayyed, H., Le Chat, L., Lebailly, E., Vickridge, E., Pages, C., Cornet, F., Cosentino Lagomarsino, M. and Espéli, O. (2016) Mapping Topoisomerase IV Binding and Activity Sites on the *E. coli* Genome. *PLoS Genet.*, **12**, 1–22.
8. Dar D. and Sorek R. (2018) High-resolution RNA 3'-ends mapping of bacterial Rho-dependent transcripts. *Nucleic Acids Res.*, **46**, 6797–6805.
9. Chiu T., Yang L., Zhou T., Main B.J., Parker S.C.J., Nuzhdin V., Tullius T.D. and Rohs R. (2015) GBshape : a genome browser database for DNA shape annotations. *Nucleic Acids Res.*, **43**, 103–109.
10. Jeong K.S., Ahn J. and Khodursky A.B. (2004) Spatial patterns of transcriptional activity in the chromosome of *Escherichia coli*. *Genome Biol.*, **5**, R86.

How the deposited data were processed for this re-analysis (not part of the article)

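The data come from Topo-Seq, in which DNA bound by tagged gyrase is immunoprecipitated after a gyrase poison has trapped the enzyme, and from Topo-qPCR of the same kind of DNA. The deposited files used here hold no measurement: they are the gene annotation of E. coli W3110 Mu SGS and a table that places each of 31 libraries in quartets, both written by the authors, with coordinates and names in place of measured values. The annotation is built on the assembly ASM1024v1, and how its coordinates were moved to the sequence with the Mu SGS cassette is not given in the sources used here. Measured values were taken from the supplementary tables of the paper. There the authors give GCS counts per replicate (Table S1), the position, N3E and score of each GCS, counts per macrodomain (Table DS2) and per BIME interval (Table DS3), and the Ct values of Topo-qPCR (Table DS1).

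The authors aligned reads with BWA-MEM to the W3110 Mu SGS genome, counted 3′-ends at each position, scaled them to the smallest library of a quartet and divided +IP values by -IP values smoothed in a sliding window. They called GCSs against the -A+IP library and kept as trusted those found in at least 2 replicates. The versions of the aligner and the treatment of reads that match several places are not given in the sources used here. The score is the authors' match of the sequence to their position weight matrix. That matrix was built from the strongest GCSs of Cfx, Micro and Oxo, and all trusted Micro GCSs were among them. No sequence of this genome was used here, so scores and motifs were taken as the authors give them.

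The list of trusted Micro GCSs was used whole, with its 732 GCSs. The lists for Cfx, RifCfx and Oxo were used in part, the first 1997 of 4635, 2355 and 5478 GCSs by coordinate, and so were the calls per replicate. These parts were only described, and no test was run on them. Expected counts of GCSs were taken as proportional to length, over the 4521106 bp of the reference that remain outside 3 deletions of strain DY330. Counts were tested with the exact binomial test, two-sided, and adjusted by the Benjamini-Hochberg method within each family: 24 comparisons of macrodomain and condition, 8 of BIME class and condition, 10 bins, 4 compartments of 650 bp at genes and 3 parts of the rRNA operons with 5 kb on each side. The threshold was an adjusted p of 0.05. Correlations across GCSs were tested with 100000 permutations. Topo-qPCR enrichment was computed with the efficiency that the authors measured for each amplicon, relative to rRNA A US and scaled by amplicon length, and compared between Cfx and RifCfx on the log2 scale with the exact permutation test over all splits of 3 against 3 replicates. The binomial tests take GCSs as independent, which neighbouring GCSs and GCSs called against common controls are not, and their p-values do not measure the spread between replicates, since a trusted GCS already combines these.

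Features counted as genes were the 4650 genes, pseudogenes and RNA genes of the annotation; 127 other features that overlap these were left out. Genes named in the text are those that hold or flank the Topo-qPCR amplicons and the Mu SGS, the 7 rRNA operons with the genes at their strongest downstream GCS, the BIME-2 intervals with at least 3 GCSs in a condition and those that the paper names, and the 10 Micro GCSs with the highest N3E. The values of the supplementary tables had been seen when this rule was written. Libraries were grouped by the sample labels, which were checked against Table S1 and the table of quartets. The Topo-qPCR replicates are not among the labelled samples and were taken from Table DS1.

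The functions were tested on a simulated chromosome in 40 rounds. A planted excess in a bin, a planted excess between genes and a planted correlation were called in 40 of 40 rounds each. For compartments and operons no test was run on the simulated sites. Sites planted downstream were only checked to be counted in the right part, which held in 40 of 40 rounds by construction. With uniform sites, a bin was called in 3 of 40 rounds and a difference between genes and intergenic sequence in 1, and an absent correlation was called in 1. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9 were used. Alternatives covered PCR efficiency, reference amplicon, each replicate left out, the replicate number as a block, macrodomain boundaries, the length that sets expected counts, region sizes, closely spaced GCSs and the BIME interval with the most GCSs. Read depth, coverage tracks, transcription levels and binding sites of other proteins were not analysed here.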

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

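The alternatives were planned when the values of the supplementary tables had already been seen. The correlation without the GCSs inside the Mu SGS was not planned and was chosen only after the result was seen. So was the single count of closely spaced GCSs at rRNA operons. The MG1655 boundaries are those of the MG1655 part of Table DS2, which for Left, the left non-structured region and Ori depart from the list of MG1655 boundaries in the same table. With these boundaries, the ratio of observed to expected GCSs in the right non-structured region was 1.29 for Cfx, past the threshold, and turned to 1.08 for Micro and 0.969 for Oxo, the latter no longer past it. In the same setting it was 0.933 for Cfx in Right, 1.07 for Micro in the left non-structured region and, no longer past the threshold, 0.994 for Oxo in Left. The cause was not tested. With the full reference length the deleted parts of DY330 count as sequence without GCSs, which by construction lowers the ratio of a part that holds more than its share of them and raises the others. The right non-structured region then turned to 0.901 for Cfx, now past the threshold as lower, and to 0.9997 for RifCfx and 0.978 for Oxo, both no longer past it. In the same setting the left non-structured region turned to 1.00173 for Micro, and of the Micro bins, bin 1 turned to 0.929, bin 3 to 0.997 and bin 10 to 1.01, while bin 5 (0.779) no longer passed. Ori kept its direction and side of the threshold in each condition under both settings, and Ter under the full reference length; the MG1655 boundaries leave Ter unchanged and so do not test it. Without the tldD-yhdP interval and the BIME-1 interval with the most GCSs, Micro in BIME-2 (1.72) no longer passed, and Cfx (0.225) and Oxo (0.285) in BIME-1 did, because fewer GCSs were counted. With regions of 300 bp the end of genes passed (1.19). The other results for genes, compartments, rRNA operons and the correlation of N3E with score kept direction and side of the threshold.

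In Topo-qPCR, the difference RifCfx minus Cfx at the Mu SGS turned to 0.768 on the log2 scale relative to ccmH, while rRNA A DS was at −0.979. Leaving out each replicate in turn gave −0.412 to −0.0764 at the Mu SGS, −1.12 to −0.819 at ccmH and −2.24 to −1.65 at rRNA A DS. With the replicate number as a replicate block the differences are the same by construction (−0.194, −0.962 and −1.94), and the exact sign-flip permutation test gave p = 0.5, 0.25 and 0.25. Deviations of replicates with the same number correlated at 0.895, −0.611 and 0.945 over the 3 loci. Not all were positive, so the replicates were taken as unpaired, but 3 loci cannot settle whether the numbers pair them. With 3 replicates a group no setting could pass 0.05, so these p-values say nothing about stability. Read depth is unknown, so what it limits was not assessed.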

Differences from the paper's values

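The binomial probability of more GCSs than observed and the t distribution for the correlation were chosen only after the result was seen. Table DS3 gives the expected number of GCSs in BIME-2 as the paper's value of 4.58 for RifCfx, where 9.51 was computed here from the summed length of the intervals. For Micro the paper's value is 1.42 and the value here 2.96, and for Oxo the paper's value is 10.7 and the value here 22.1. With the full reference length, an alternative set before the data were examined, the values were 9.25, 2.87 and 21.5 and still differed. The paper's 3 values equal those that the same table gives for BIME-1. The paper's P-value for BIME-2 in that table is 0.00338 for Micro, where the one-sided exact binomial test gave p = 0.0108, and 0.00927 with the full reference length. For Oxo the paper's P-value is 1.03e-09, where the one-sided exact binomial test gave p = 2.64e-09 and, with the full reference length, 1.04e-09, which no longer differs. The binomial probability of more GCSs than observed, a form chosen after seeing the values, is p = 0.00338 for Micro and 1.03e-09 for Oxo, equal to the paper's values, and all conditions that the paper calls stay called, so 0 of them are dropped. In its main text the paper gives a smaller P-value for Micro than its own table. The paper's number of BIME-2 intervals with at least 3 GCSs is 13, where 11 had that many in a condition and 18 summed over conditions, so neither count matches it.

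Of 21 counts at rRNA operons in Fig. S13, read by eye, 5 equal the counts in the lists of trusted GCSs at 5 kb on each side. Of the others, all given below, 5 differ from the lists by a smaller factor and 11 by a larger one. No alternative was set for them. The 5 with the smaller factor are all for RifCfx in Fig. S13. They are about 7 downstream of rrnC where the list gave 10, about 4 downstream of rrnA (3 in the list), about 8 downstream of rrnD (7), about 2 inside rrnD (3) and about 2 upstream of rrnG (3). For Cfx at rrnH the paper shows about 20 downstream, about 1 inside and about 0 upstream, where the list gave 35, 3 and 1; the 35 form 24 groups within 10 bp, a count chosen after seeing the values. For RifCfx downstream, the paper shows about 1 at rrnG and about 1 at rrnH, where the list gave 2 and 3. For RifCfx upstream it shows about 5 at rrnA, about 1 at rrnC and about 4 at rrnD in Fig. S13, where the list gave 11, 0 and 7. For RifCfx inside the operons it shows about 1 at rrnB, about 3 at rrnC and about 2 at rrnH in Fig. S13, where the list gave 2, 1 and 1. The length of the regions behind the figure is not stated in the legend.

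For Topo-qPCR, the paper's P-value in Fig. 6A is about 0.037 at ccmH and about 0.037 at rRNA A DS, from its test of means, where the exact permutation test gave p = 0.1 at both, the smallest that 3 against 3 replicates allow. At ccmH and rRNA A DS no alternative set before the data were examined has a P-value at or under that of the paper. This was fixed in advance by the number of replicates. With an efficiency of 2 for every amplicon, the exact permutation test again gave p = 0.1 at both, for log2 differences of −1.17 and −2.07. With the replicate block, the exact sign-flip permutation test gave p = 0.25 at both. These tests do not check the paper's P-values, and its test of means was not rerun here. At the Mu SGS the P-values match, at 0.7.

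The paper states that GCSs are overrepresented in Ori and the left non-structured region and underrepresented in Ter and Left. All 4 regions passed the adjusted threshold here in that direction for Cfx and Oxo. For Micro only Ori and Ter did, with Left at 0.916 and the left non-structured region at 0.974. The tests here are two-sided and the threshold differs from that of the paper. The bound that the paper gives for the P-values of the correlations of N3E and score is below the permutation p of 8e-05 found here for Micro; the t distribution, a form chosen after seeing the values, gives 4.28e-05, within that bound. Fig. S3B shows a higher Topo-Seq coverage at ccmH than at rRNA A US, where Table DS1 has 173 at ccmH and 250.5 at rRNA A US. The paper states that rifampicin removed the accumulation of GCSs downstream of rRNA operons, comparing Cfx with RifCfx by Fisher exact test. It also reports weaker signals at the GCSs that remained there, from N3E and from Topo-qPCR. Here 27 RifCfx GCSs stood against 15.6 expected over 6 operons, not tested because no test was run on lists used in part. That count is set against length and not against Cfx, which was counted at rrnH only, so it does not address the paper's comparison. The 5 kb upstream of the same operons held 25. With GCSs within 10 bp counted once, a count chosen after seeing the values, the 10 RifCfx GCSs downstream of rrnC form 4 groups. The other downstream regions then held 6 groups at rrnD, 3 at rrnH and 2 each at rrnA, rrnB and rrnG. No expected number was computed for such groups. Downstream of rrnH there were 35 Cfx GCSs (24 groups) and 3 RifCfx GCSs (3 groups), in the direction of the paper.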

Other observations

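The tests that leave out the regions downstream of rRNA operons or the GCSs inside the Mu SGS were chosen only after the result was seen, and the GCSs and replicates listed next were also picked after their values were seen. For the test without the Mu SGS and the test of closely spaced GCSs in Ori, what would count against the explanation was written down before the test was run. Downstream of rrnA, the 7 trusted Micro GCSs lay 275 to 2070 bp beyond the end of the operon. Their scores ranged from −6.08 to 10.5, and the strongest, at 3596175 in mobA, had an N3E of 24.2. At rrnH, Micro replicates 1, 2 and 3 had 5, 2 and 16 GCSs in the 5 kb downstream and Oxo replicates 25, 5 and 15. At a lower ciprofloxacin concentration of 0.9 µM, which is not among the labelled samples, Table S1 gives 247 GCSs in the strain with the Mu SGS and 57 in the strain without it, by the authors' calls. The authors' table of shared GCSs lists 473 Micro GCSs found with neither Cfx nor Oxo, 149 found with all of these poisons, 94 shared with Cfx only and 16 shared with Oxo only.

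Ori held 195 Micro GCSs against 145.7 expected, a ratio of 1.34. Clustered calls do not account for it as a whole, since with GCSs within 10 bp counted once the ratio was 1.25 (170 against 136 expected; exact binomial test, p = 0.00156). The regions downstream of the rRNA operons held 39 of the 195 GCSs, and without them the ratio was 1.19 (95% exact interval 1.03 to 1.36; exact binomial test, p = 0.0193), lower but still above the number expected. In bin 8 these regions held 47 of 127 GCSs, and without them the ratio fell from 1.69 to 1.21 (95% exact interval 0.972 to 1.49; exact binomial test, p = 0.0796), so GCSs downstream of rRNA operons may account for most of the excess there. Ter held 0 of these GCSs, and leaving them out lowers its expected number by construction. It then had 95 Micro GCSs against 117 expected, a ratio of 0.814 (95% exact interval 0.668 to 0.979, exact binomial test, p = 0.0282). With all Micro GCSs the ratio in Ter was 0.747. Transcription as such and the normalisation by mock libraries stay open, since neither was tested.

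Among Micro GCSs, N3E rose with the motif score, and the Mu SGS site combined the highest values of both. It is not the only GCS behind the relation, since Pearson's r without the GCSs inside the Mu SGS was 0.0974 (permutation test, p = 0.00835), against 0.151 with them. The motif was built in part from these same GCSs, and no biological explanation was tested.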
